# Intestinal microRNAs and bacterial taxa in juvenile mice are associated, modifiable by allochthonous lactobacilli, and affect postnatal maturation

**DOI:** 10.1128/msystems.00431-23

**Published:** 2023-07-18

**Authors:** Amel Taibi, Tomas Tokar, Julien Tremblay, Giorgio Gargari, Catherine J. Streutker, Bo Li, Agostino Pierro, Simone Guglielmetti, Thomas A. Tompkins, Igor Jurisica, Elena M. Comelli

**Keywords:** microRNAs, microbiota, postnatal development, intestinal maturation, probiotics

## Abstract

The interplay between the intestinal microbiota and host is critical to intestinal ontogeny and homeostasis. MicroRNAs (miRNAs) may be an underlying link. Intestinal miRNAs are microbiota-dependent and, when shed in the lumen, affect resident microorganisms. Yet, longitudinal relationships between intestinal tissue miRNAs, luminal miRNAs, and luminal microorganisms have not been elucidated, especially in early life. Here, we investigated the postnatal cecal miRNA and microbiota populations, their relationship, and their impact on intestinal maturation in specific pathogen-free mice; we also assessed if they can be modified by intervention with allochthonous probiotic lactobacilli. We report that cecal and cecal content miRNA and microbiota signatures are temporally regulated, correlated, and modifiable by probiotics with implications for intestinal maturation. These findings help understand causal relationships within the gut ecosystem and provide a basis for preventing and managing their alterations in diseases throughout life.

**IMPORTANCE:**

The gut microbiota affects intestinal microRNA (miRNA) signatures and is modified by host-derived luminal miRNA. This suggests the existence of close miRNA-microbiota relationships that are critical to intestinal homeostasis. However, an integrative analysis of these relationships and their evolution during intestinal postnatal maturation is lacking. We provide a system-level longitudinal analysis of miRNA-microbiota networks in the intestine of mice at the weaning transition, including tissue and luminal miRNA and luminal microbiota. To address causality and move toward translational applications, we used allochthonous probiotic lactobacilli to modify these longitudinal relationships and showed that they are critical for intestinal maturation in early life. These findings contribute to understand mechanisms that underlie the maturation of the intestinal ecosystem and suggest that interventions aiming at maintaining, or restoring, homeostasis cannot prescind from considering relationships among its components.

## INTRODUCTION

The gut microbiota is a determinant of health (1), which relies on its crosstalk with the host. This interaction is established in early life, but underlying mechanisms are incompletely understood. Systems biology approaches unveiled the importance of the intestinal microbiota acting as an environmental factor that drives host gene expression by signaling to genetically pre-disposed cells (2). Microbiota-dependent epigenetic regulation, though, was shown not to be critical, at least at the methylome level (3). However, microRNAs (miRNAs) as an epigenetic dimension remain under-investigated. Intestinal miRNAs regulate development and maturation (4, 5), and cross-sectional studies in adult mice demonstrated that their expression is microbiota-dependent (6 - 10). Intestinal miRNAs are also released into the lumen (luminal or content miRNAs) (11, 12), where they impact the gut microbiota (11, 13) and can be ultimately recovered in the feces (fecal miRNAs). Fecal miRNAs have been proposed as diagnostic markers of disease (14). We hypothesized the existence of regulatory networks between intestinal tissue miRNAs and luminal miRNAs that connect with microbial signatures, potentially underlined by causal relationships. These are likely critical during postnatal maturation, but the longitudinal remodeling of these interactions has not been investigated. Moreover, altered microbiota-host relationships in early life are a known predictor of later disease (15) and may affect lifelong health; though, their inherent plasticity makes them susceptible to environmental stimuli and interventions, which may be clinically relevant. Thus, we investigated the re-shaping of the cecal and cecal content miRNA signatures and their associations with the maturing microbiota before, at, and after the weaning transition in mice. To contribute to the understanding of causality, we then assessed how these longitudinal relationships are altered in response to an intervention with allochthonous probiotic lactobacilli. We used a mix of two lactobacilli strains correctly defined as probiotics according to WHO and expert consensus guidelines (16, 17), namely Lacidofil, which holds approved health claims for children and adults from Health Canada (18) and Brazil (19). This mixture contains two strains isolated from dairy starters and was previously shown to sustain intestinal homeostasis in children and adults [reviewed in reference (20)]. Lactobacilli were previously shown to induce miRNA responses (21, 22). In this study, we found that the intestinal miRNAs (miRNome) and microbiota co-evolve during postnatal maturation, with implications for intestinal maturation via increased cell proliferation, which is modifiable and enhanced by probiotic lactobacilli.

## RESULTS

### Study design, dam and litter characteristics, and recovery of probiotic strains

C57BL/6-VAF/Elite mice were randomized to the control or probiotics group and mated 1 week later. Littermate male and female pups were euthanized at postnatal days (PNDs) 14, 21 (weaning), and 36, and cecum and its content were collected (Fig. 1A). There was no effect of maternal probiotic administration on dams, litter, and offspring body weight growth curves, litter size, and sex ratio (Fig. S1A through G). Probiotic strains were detected in the cecal content of pups exposed to probiotics but not in the control group (Fig. S4C through F).

**Fig 1:**
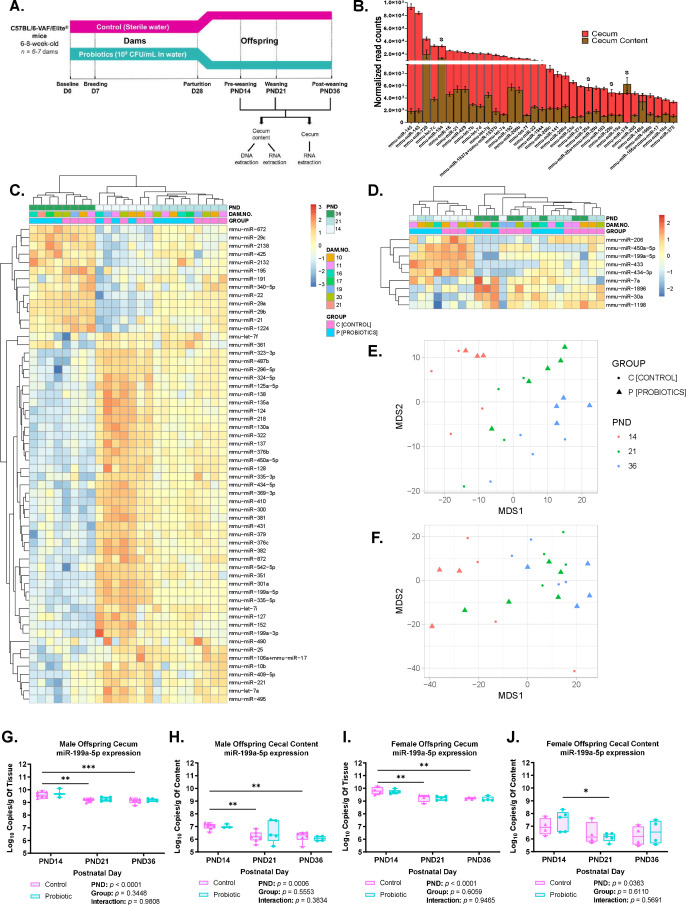
Cecal and cecal content microRNA signatures depend on postnatal age and partially overlap. (**A**) Experimental approach as described in Materials and Methods. (**B**) Bar plot of the most abundant 35 miRNAs shared between cecum and its content (mean ± SEM of normalized read counts; *n* = 24 male offspring for each of cecum and its content). *S* indicates significantly positively correlated miRNAs between cecum and its content. See Table S1 for complete list. (**C and D**) Heatmap showing unsupervised hierarchical clustering of significantly differentially expressed PND-associated miRNAs in cecum (**C**) (FDR-adjusted *P*-value < 0.01) and its content (**D**) (FDR-adjusted *P*-value < 0.15). Significance assessed by regression analysis followed by ANOVA. The colors indicate the intensity of z-scored log_2_ normalized miRNA counts (red, high expression; blue, low expression). See Tables S2 and S3 for the cecum PND-associated predicted miRNA-gene targets and enrichment analysis, respectively. (**E and F**) Multidimensional scaling (MDS) plots of miRNA normalized expression profile of cecum (**E**) and its content (**F**) visualizing sample similarities by PND and group (*n* = 3–5 male offspring/PND/group for each of cecum and its content). (**G–J**) ddPCR absolute quantification of miR-199a-5p in cecum (**G and I**) and its content (**H and I**) in male (**G and H**) and littermate female offspring (**I and J**). Data presented as mean ± SEM of log_10_ copies/g of cecum or content (*n* = 3–7 offspring/sex/PND/group) (two-way ANOVA and FDR-adjusted *P*-value; **P < 0.01, ***P < 0.001, ****P < 0.0001).

### Cecal and cecal content microRNA signatures depend on postnatal age and partially overlap

To investigate the murine developmental miRNA signatures in the cecum, paired cecal and cecal content samples before, at, and after the weaning transition were used.

Bioanalyzer electropherograms of total RNA samples showed different peaks of RNA species, including of the miRNA size (Fig. S2A and 2B) as previously identified in adult mouse feces (11). Thus, juvenile mice cecal content contains miRNAs. 

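Total RNA from the cecum and from the cecal content of the same 24 male pups was profiled, so that each pup gave 1 tissue and 1 content sample. The pups came from 10 litters, 4 of control dams and 6 of dams given the probiotic (Lacticaseibacillus rhamnosus R0011 and Lactobacillus helveticus R0052) in their drinking water. At each site the control group held 4 pups at each of PND14, PND21 and PND36, and the probiotics group held 3, 5 and 4. In this assay, a tag is ligated to each mature miRNA, tagged molecules are hybridized to color-coded barcodes without amplification, and single barcodes are counted. The panel had 566 probes for mouse miRNAs, 33 for viral miRNAs and 4 for housekeeping mRNAs, with 6 ligation, 8 negative, 6 positive and 3 spike-in control probes. A probe that reads more than 1 miRNA is named with a plus sign. The deposited values were raw counts per probe, which the authors then normalized for their own tests. Mouse miRNA counts summed to 349176 to 1486070 in control ceca (median 665914), 590283 to 1254471 in probiotics ceca (median 789499), 169650 to 833051 in control contents (median 249879) and 93977 to 256062 in probiotics contents (median 167982, n = 12 pups each), so that the counting error of low miRNAs is largest in the contents.

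A miRNA was tested at a site when its count exceeded the mean + 2 SD of the sample's negative controls in at least 3 samples. Counts were scaled to the summed miRNA counts and are given as normalized counts (CPM). Change with PND was tested by edgeR's quasi-likelihood test with litter as a block, and is given as log2 change over the 22 days from PND14 to PND36. The groups were compared by the same test with PND as a covariate. Each litter belongs to 1 group, so litter was no fixed term there and littermates entered as separate pups. In the cecum, the counts of ligation control B were 40.1% ± 2.60 (SD, n = 12 pups) of those of control A with probiotics and 32.8% ± 1.41 (SD, n = 12 pups) in controls, with no overlap between the groups (two-sided exact test over the 210 ways to call 4 of the 10 litters control, p = 0.00476, adjusted exact p = 0.0571 over the 36 control-probe measures compared). In the contents these shares were 33.8% and 34.1% (exact p = 0.924). Among the contents, 2 samples stood apart, the control pup of litter C19 at PND14, in which miR-720 took 71.5% of the miRNA counts, and the probiotics pup of litter P11 at PND14, with 141 housekeeping counts per 1000 against a median of 11.9 over the contents.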

Cecal and cecal content miRNAs were profiled using NanoString nCounter Technology (23).

A total of 451 and 505 miRNAs were expressed in the cecum and its content, respectively, with 425 miRNAs shared between them (Table S1) and (Fig. 1B). 

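By the mean of the negative control probes as a limit, 454 of 566 miRNAs were above background in at least 1 cecum, 521 in at least 1 content and 436 at both sites. Smooth muscle miRNAs were abundant in the cecum at PND14, where miR-143 had 107700.4 ± 20544 (SD, n = 7 pups) normalized counts and miR-145 had 127663 ± 39823 (SD, n = 7 pups). In the contents of that age the same miRNAs had 9925 ± 7829 (SD, n = 7 pups) and 11916 ± 9097 (SD, n = 7 pups). Above the mean + 2 SD in at least 3 samples, 291 cecal and 290 content miRNAs remained, 229 of them shared. That limit had a median of 62.3 counts per cecum and 43.0 per content. For 4 probes the files give a factor for counts carried over from the positive controls. By that factor, carry-over made up a median of 86.4% of the cecal and 94.7% of the content counts of miR-34c, 91.0% and 43.6% for the immune miR-155, 4.02% and 39.7% for let-7a, and 100% at both sites for miR-543 of the Dlk1-Dio3 cluster.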

Pearson correlations identified 28 positively and 1 negatively correlated miRNAs between paired samples (Table S1).

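Over the 24 pups, 19 of 425 miRNAs were positively and 0 negatively correlated between the cecum and its content (adjusted permutation p under 0.1), and 75 had an unadjusted permutation p under 0.05. The erythroid miR-451 had Pearson's r = 0.750 (permutation p = 2e-05) and Spearman's rho = 0.753 (permutation p = 4e-05), with r = 0.695 without the 2 pups whose cecal values lay farthest from the median, and miR-144, transcribed with it, had r = 0.687 (rho = 0.777). Further correlated miRNAs were the lymphoid miR-181a (r = 0.746), miR-2138 (r = 0.732), miR-7a (r = 0.717), miR-29b (r = 0.686) and miR-1191 (r = 0.681). The muscle miRNA miR-1 had r = -0.565 (adjusted permutation p = 0.105). By Spearman's rank correlation 31 miRNAs passed. Leaving out 1 pup gave 13 to 43 by Pearson's correlation, with 43 without the control pup of litter C19 at PND14. With each value centered on its age and group 4 passed, and r was then 0.723 for miR-451, 0.669 for miR-144, 0.679 for miR-7a and 0.0610 for miR-181a.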

In cecum, we identified 58 differentially expressed PND-associated miRNAs (Fig. 1C); 13 and 45 miRNAs were up- and down-regulated, respectively, at PND36 vs PND14 and PND21 (*β*_1_ = 0.0091 to 0.1202; *β*_1_ = −0.2475 to −0.0129). 

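From PND14 to PND36 the cecum lost miRNAs of the imprinted Dlk1-Dio3 cluster and of the X-linked miR-322/450 cluster and gained the miR-29 family, which represses collagen genes. Of 291 miRNAs tested, 108 changed with PND, 31 higher and 77 lower (adjusted p under 0.01, edgeR). Of 31 tested Dlk1-Dio3 miRNAs 25 fell, 0 rose and 6 did not pass. Examples were miR-410 (log2 change -1.79, standard error 0.127), miR-376b (-1.61) and miR-487b, above background in 7 of 7 pups at PND14 and 1 of 8 at PND36. All 6 tested members of the miR-322/450 cluster fell, miR-322 from 1732 ± 341 (SD, n = 7 pups) normalized counts at PND14 to 439 ± 59.0 (SD, n = 8 pups) at PND36, and miR-351 (at least 1.06-fold) and miR-503 lay above background in 7 and 6 of 7 pups at PND14 and in 0 of 8 at PND36. All 3 miR-29 members rose, miR-29b from 1955 ± 455 (SD, n = 7 pups) to 9633 ± 1705 (SD, n = 8 pups), miR-29a by log2 1.68 (standard error 0.245) and miR-29c by 0.87. Further large changes were in miR-2146 (2.30), miR-2134 (2.17) and miR-2140 (1.68), which rose, and in miR-335-5p (-2.26), which fell. MiR-2138 rose and miR-296-5p fell, above background in 1 and 7 of 7 pups at PND14 and in 8 and 2 of 8 at PND36. Cecal totals had a median of 1124793 counts at PND14 and 650518 at PND36. The limit of the negative controls had a median of 57.3 and 85.7 normalized counts, so that the same normalized count passed it less readily at PND36. Adjusted over the list alone, 25 Dlk1-Dio3, 6 miR-322/450 and 3 miR-29 members passed. As sets they had adjusted p = 4.53e-08, 9.23e-08 and 0.000488 by limma's camera test with a preset correlation of 0.01, and adjusted p = 0.140, 0.0829 and 0.0829 with an estimated correlation. Housekeeping scaling moved the median of all miRNAs to -0.38 over the 22 days and gave 14 higher and 67 lower calls, DESeq2 gave 51 higher and 70 lower, and TMM factors gave 40 higher and 62 lower.

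**Figure D1:**
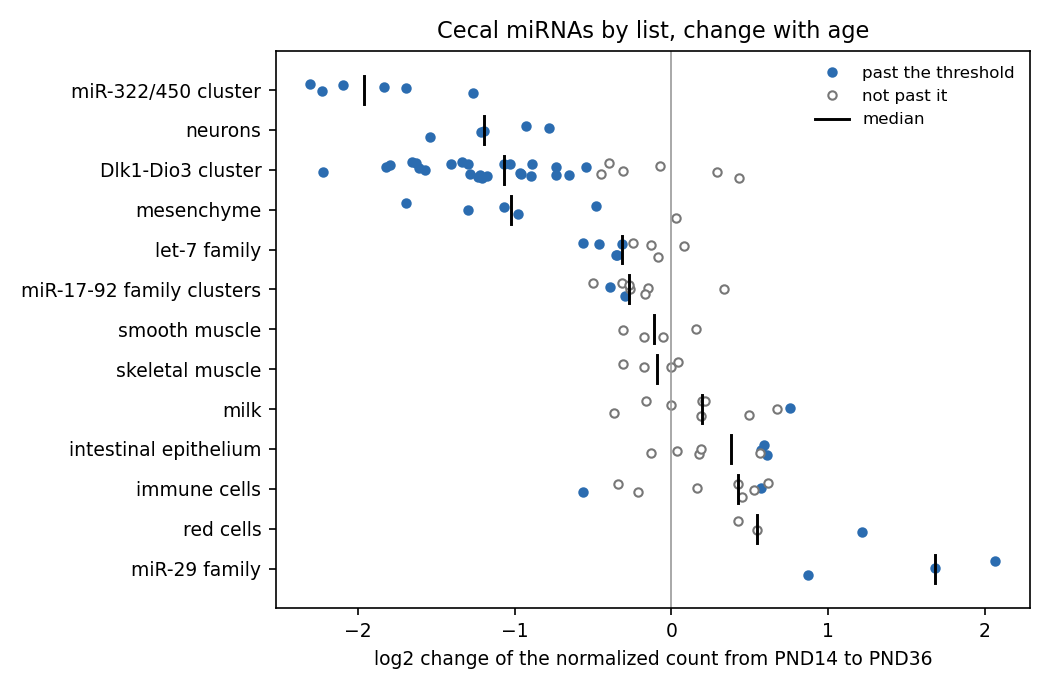
Log2 change of each tested miRNA in the cecum over the 22 days from PND14 to PND36, by list of miRNAs (filled points, adjusted p under 0.01 from edgeR; black ticks, medians; n = 24 pups). The members of the miR-322/450 cluster lie below 0 and those of the miR-29 family above 0, while the median of the skeletal muscle list (-0.089) changes sign with TMM factors and that of the milk list (0.19) with housekeeping scaling.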

Hierarchical clustering showed PND-associated grouping (Fig. 1C). This longitudinal variation was confirmed in the multidimensional scaling (MDS) plot of the normalized miRNA expression (Fig. 1E). 

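Neuronal and mesenchymal miRNAs fell in the cecum with age, and some epithelial miRNAs rose. All 5 neuronal miRNAs fell, miR-124 from 282 ± 74.4 (SD, n = 7 pups) normalized counts at PND14 to 114 ± 15.1 (SD, n = 8 pups) at PND36, with miR-137 (-1.22) and miR-9, above background in 2 of 8 pups at PND36. Of 6 mesenchymal miRNAs 5 fell, among them miR-152 (log2 -1.07, standard error 0.119), miR-199a-3p (-1.30) and miR-214 (-0.98), while miR-140 had 0.030. Of 8 epithelial miRNAs 3 rose and 0 fell, namely miR-192 (0.57), miR-194 (0.61) and miR-141 (0.59). Of the let-7 family 5 of 9 fell, led by let-7i (-0.57). Among 9 immune miRNAs miR-146a rose (0.57) and miR-181a fell (-0.56), of 3 red cell miRNAs miR-451 rose (1.22), and of 9 miRNAs abundant in milk miR-22 rose (0.76). Of 9 miR-17-92 family miRNAs, miR-25 (-0.29) and miR-106a+miR-17 (-0.39) fell. Among 4 smooth muscle and 4 skeletal muscle miRNAs 0 passed in edgeR (miR-143, -0.051; miR-1, -0.17), and the liver and pancreas miRNAs were below the limit for testing. Adjusted over the list alone, the same numbers of each list passed. By camera the neuronal (adjusted p = 0.00785) and mesenchymal (adjusted p = 0.00566) lists stood apart in limma, with adjusted p = 0.212 and 0.192 with an estimated correlation. By the same limma test the other lists had adjusted p = 0.0849 (epithelium), 0.140 (red cells), 0.149 (milk), 0.305 (immune cells), 0.330 (let-7), 0.612 (miR-17-92) and 0.867 (both muscle lists, whose medians lay below 0 while camera ranked them upward).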

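PND accounted for 29.4% of the squared distances between the log2 profiles of the 24 ceca over the miRNAs tested (permutation within litters, p = 2e-05, 100000 permutations). Over all 566 miRNAs the share was 19.5%, and with 1 minus Spearman's correlation as the distance it was 59.2%.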

Using miRWalk2.0, 9,400 PND-associated miRNA-gene targets were predicted (Table S2). Gene Ontology (GO) enrichment analysis identified 785 enriched GO annotations across GO biological processes (GObp), molecular functions (GOmf), and cellular components (GOcc), in particular, development- and proliferation-related processes (Table S3).

In cecal content, nine PND-associated miRNAs were differentially expressed (Fig. 1D), with clustering observed primarily at and after the weaning transition (Fig. 1D and F). Four of these were upregulated (*β*_1_ = 0.0485 to 0.1717) and five were downregulated (*β*_1_ = −0.2086 to −0.0869) at PND36 and PND21 vs PND14. 

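In the cecal content the mesenchymal miR-199a pair and members of the miR-322/450 and Dlk1-Dio3 clusters fell with age. Of 290 miRNAs 30 changed with PND, 12 higher and 18 lower (adjusted p under 0.15, edgeR), and 12 of them lay above background in at least 50% of the pups at both PND14 and PND36. With background subtracted 18 passed. MiR-199a-3p fell (log2 -2.21, standard error 0.632), as did miR-322 and miR-484, above background in 6 and 5 of 7 pups at PND14 and in 2 and 0 of 8 at PND36. The largest rises were in miR-1929 (2.57, standard error 0.784), miR-710 (2.54), miR-2138 (2.26), miR-29b (1.93), miR-1198 (1.89) and miR-483 (1.82). MiR-710 had 389 ± 275 (SD, n = 7 pups) normalized counts at PND14, 1901 ± 1189.7 (SD, n = 9 pups) at PND21 and 3408 ± 1845 (SD, n = 8 pups) at PND36. MiR-7a (0.78, adjusted p = 0.470), miR-206 (adjusted p = 0.595) and miR-1896 (adjusted p = 0.258) did not pass in edgeR, and miR-138 was below the limit for testing. PND took 13.4% of the squared distances between content profiles (permutation within litters, p = 0.00532). The count was 2 without the control pup of litter C10 at PND14 and 84 without the control pup of litter C19 at PND14, and the methods' regression called 5, or 0 with litter within group (104 at an unadjusted p under 0.05). Of 100 exchanges of ages within litters 5 called as many in edgeR, up to 46, so that chance is not excluded.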

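Of 26 tested Dlk1-Dio3 miRNAs 5 fell in the content and 0 rose (8 lower when adjusted over the list alone). These were miR-127, miR-434-3p, miR-382, miR-433 and miR-410, above background in 5, 5, 5, 3 and 5 of 7 pups at PND14 and in 0, 1, 0, 0 and 1 of 8 at PND36, so that no fold is given. Both tested miR-322/450 miRNAs fell, 2 of 3 miR-29 miRNAs rose (miR-29a by 1.51), 2 of 5 mesenchymal miRNAs fell, and miR-30a rose (1.21) as 1 of 9 milk miRNAs, with the same numbers when adjusted over the list alone. By camera with the preset correlation, adjusted p was 0.00290 for Dlk1-Dio3, 0.00358 for miR-29 and 0.0131 for mesenchyme in limma, and adjusted p = 0.769, 0.581 and 0.683 with an estimated correlation. The hepatocyte miR-122 (above background in 4 of 7 pups at PND14 and 1 of 8 at PND36) missed the threshold over all miRNAs and passed it as a list of 1. Of the smooth muscle, epithelial, let-7, miR-17-92, immune, red cell, neuronal and skeletal muscle miRNAs 0 passed in edgeR, with camera adjusted p from 0.316 to 0.615 where at least 3 were tested, and the pancreas miRNAs were below the limit. The split of calls was 12 higher and 32 lower with TMM factors, 21 higher and 35 lower with DESeq2 and 6 higher and 2 lower with housekeeping scaling.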

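The mesenchymal miR-199a-5p fell in the cecum from 14682 ± 1558 (SD, n = 7 pups) normalized counts at PND14 to 4278 ± 432 (SD, n = 8 pups) at PND36 (log2 -1.69, standard error 0.134, adjusted p = 1.86e-08, edgeR). In the content it fell from 1975 ± 1213 (SD, n = 7 pups) to 175 ± 77.6 (SD, n = 8 pups) (adjusted p = 0.0122, edgeR), above background in 7 of 7 pups at PND14 and 3 of 8 at PND36. MiR-450a-5p of the miR-322/450 cluster fell from 1943 ± 302 (SD, n = 7 pups) to 382 ± 54.2 (SD, n = 8 pups) in the cecum (log2 -2.31, standard error 0.119, adjusted p = 8.92e-11, edgeR) and from 424 ± 242 (SD, n = 7 pups) to 85.0 ± 35.0 (SD, n = 8 pups) in the content (adjusted p = 0.0116, edgeR), above background in 5 of 7 pups at PND14 and 1 of 8 at PND36. As most pups lay within background at PND36, no fold is given for these 2 content miRNAs, and with background subtracted both passed (adjusted p = 0.0752 for each). Of 229 miRNAs tested at both sites, 86 changed with PND in the cecum, 26 in the content and 19 in both, against 9.76 for independent lists, and all 19 moved the same way. The others that fell at both sites were miR-410, miR-296-5p, miR-322, miR-218, miR-382, miR-130a, miR-199a-3p, miR-125a-5p, miR-127, miR-434-3p, miR-99b, miR-433 and miR-99a, and those that rose were miR-2138, miR-29b, miR-29a and miR-804. Samples of both sites came from the same pups. For the difference between the slopes of the sites, 0 of 229 miRNAs passed at an adjusted p under 0.05 in a paired limma test, and 16 had an unadjusted p under 0.05; no other tool was run. The lowest adjusted p were those of miR-487b (content minus cecum log2 2.10 over 22 days, standard error 0.505, adjusted p = 0.0615, limma) and miR-710 (2.68, standard error 0.705, adjusted p = 0.0790, limma), under the 0.15 used for PND in the content.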

MiR-450a-5p and miR-199a-5p were downregulated and shared between the cecum and cecum content signatures. MiR-450a-5p was the only miRNA significantly associated with dam and thus excluded from further analyses. 

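Litter within group was associated with 5 of 291 cecal miRNAs, miR-490, miR-2134, miR-2140, miR-2146 and miR-26a (lowest adjusted p = 0.0123, edgeR), which are named because they passed. MiR-450a-5p had adjusted p = 0.567 in the same edgeR test. In the content 0 of 290 miRNAs passed in edgeR, 17 had an unadjusted p under 0.05 and DESeq2 called 17. In the cecum DESeq2 called 30 and housekeeping scaling gave 13.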

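With the methods' normalization, in 1 of the 2 forms closest to the mean levels of Table S1, miR-199a-5p had a mean of 7014 ± 3545 (SD, n = 24 pups) in the cecum, rank 27 of 566 miRNAs, and of 174 ± 249 (SD, n = 24 pups) in the content, rank 110. Its values in paired samples had Pearson's r = 0.745 (permutation p = 8e-05, adjusted p = 0.00765) and Spearman's rho = 0.710 (permutation p = 0.000130). Without the 2 pups whose cecal values lay farthest from the median, r was 0.784. With values centered on age and group r was -0.102 (permutation p = 0.640), so that no relation was seen within ages and groups. With few pups per age and group and most content counts at PND36 within background, its absence cannot be concluded.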

MiR-199a-5p ranked among the 30 most highly expressed miRNAs in the cecum and one of the most significantly positively correlated miRNAs between the cecum and its content (Table S1). MiR-199a-5p downregulation in paired cecum and content (Fig. 1G through J) and its positive correlation between the two (Pearson *r* = 0.5785, *P*-value < 0.0001; data not shown) were confirmed by Droplet Digital PCR (ddPCR) in both male and female offspring. Interestingly, miR-199a-5p NanoString log_2_ normalized counts were significantly positively correlated with miRNA copy number quantified by ddPCR (log_2_ copies) in both cecum (Pearson *r* = 0.7578, *P*-value < 0.0001) and its content (Pearson *r* = 0.7246, *P*-value < 0.0001) (Fig. S2C and D). These findings provide a rationale for miR-199a-5p as a potential molecular marker for postnatal development.

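MiR-199a-5p fell with age in both groups. In control ceca it had 15003 ± 2038, 7622 ± 180.4 and 4319 ± 185 normalized counts (SD, n = 4 pups each) at PND14, PND21 and PND36, and in probiotics ceca 14253 ± 755, 7524 ± 121 and 4238 ± 629.6 (SD, n = 3, 5 and 4 pups). In control contents it had 2334 ± 1525, 224 ± 64.3 and 165 ± 95.3, and in probiotics contents 1497 ± 568, 744 ± 614 and 185 ± 68.5, from the same pups. The content counts lay above background in 4, 1 and 2 of 4 control pups and in 3 of 3, 4 of 5 and 1 of 4 probiotics pups. The group difference was log2 -0.074 in the cecum (standard error 0.0915, adjusted p = 0.590, edgeR) and 0.14 in the content (standard error 0.444, adjusted p = 0.901, edgeR). The paper proposes this miRNA as a potential marker of postnatal development. The basis was its lower levels at later ages at both sites, its abundance in the cecum and the correlation between the sites. The paper also found the fall and the correlation by ddPCR in male and female offspring.

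**Figure D2:**
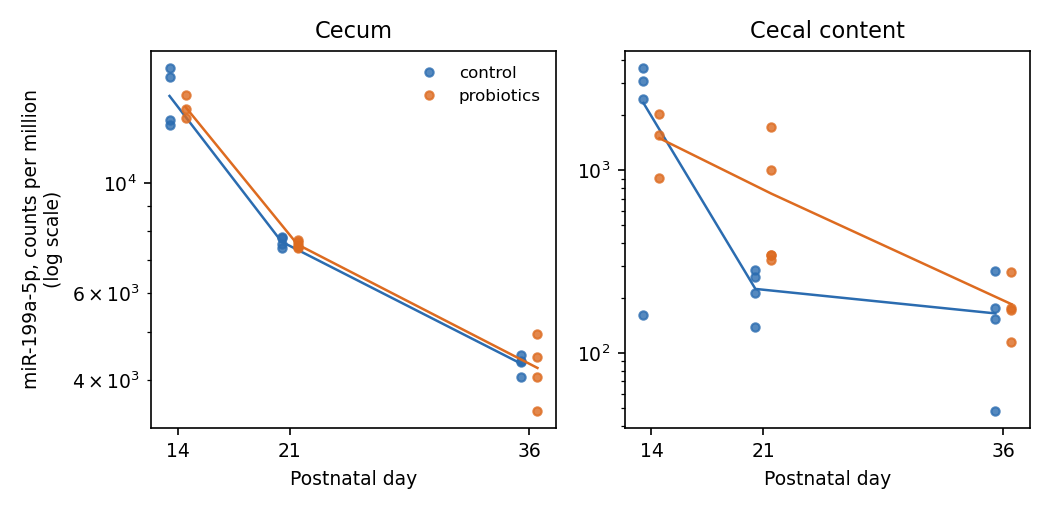
Normalized counts (CPM, log axis) of miR-199a-5p in each pup by postnatal day, in the cecum and the cecal content, for control and probiotics pups (points, pups; lines, means; n = 3 to 5 pups per group and age). The cecal means go from 15003 to 4319 in controls and from 14253 to 4238 with probiotics.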

### Probiotics affect the maturation of the cecum and cecum content microRNA signatures and increase proliferation

The PND-associated miRNAs further sub-clustered by group (probiotics vs control) at PND21 and PND36 (Fig. 1C). 

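At PND36, miR-127, miR-369-3p and miR-410, of 31 tested miRNAs of the Dlk1-Dio3 cluster, were higher in probiotics than in control ceca. Of 291 miRNAs 17 differed at that age (13 higher and 4 lower with probiotics, adjusted p under 0.05, edgeR), and 5 of them were PND-associated, where 6.3 would be by chance. These were miR-127 (log2 0.88, standard error 0.257), miR-369-3p (0.81), miR-410 (0.61), let-7d (0.61) and miR-101b (0.55), which all fell with age. With all ages in 1 fit, 0 of the 31 Dlk1-Dio3 miRNAs passed for group in edgeR (median log2 0.044, adjusted p = 0.948 by limma's camera test). MiR-369-3p had 315 ± 66.2 (SD, n = 4 pups) normalized counts with probiotics and 179 ± 40.1 (SD, n = 4 pups) in controls. At PND21, 4 miRNAs differed, miR-1191 (lower, above background in 1 of 5 probiotics and 4 of 4 control pups), miR-1937c (-0.80), miR-26b (0.61) and miR-338-3p (0.61), and 0 of them were PND-associated by edgeR. At PND36 housekeeping scaling gave 0 higher and 115 lower calls, and without the control pup of litter C10 at PND36 0 passed. At PND21 DESeq2 called 25, and without the control pup of litter C10 at PND14 edgeR called 28.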

To determine whether the maturing cecal miRNA signature responds to, and thus can be modified by environmental cues, we analyzed the miRNA profiles for group as a predictor. 

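Group accounted for 11.7% of the squared distances between the profiles of the 24 ceca (two-sided exact test over the 210 ways to call 4 of the 10 litters control, p = 0.0143) and for 5.8% in the contents (exact p = 0.224). Housekeeping mRNAs made up 31.3 ± 9.36 per 1000 counts in probiotics ceca and 22.1 ± 4.66 in control ceca (SD, n = 12 pups each, exact p = 0.0714). The negative controls had 47.2 counts per 100000 positive-control counts in probiotics ceca and 31.2 in control ceca (exact p = 0.00952). Adjusted over the 36 control-probe measures compared, these exact p were 0.183 and 0.0857.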

In cecum, 19 differentially expressed group-associated miRNAs were identified (Fig. 2A), 10 miRNAs were upregulated (*β*_2_ = 0.2371 to 4.1619) and 9 were downregulated (*β*_2_ = −3.8736 to −0.2362) in the probiotics vs control group. These miRNAs clustered perfectly based on group. 

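In the cecum, members of the let-7 family, which restrains proliferation, were higher in probiotics than in control pups, and miR-1191 was lower. Of 291 miRNAs 22 differed, 12 higher and 10 lower (adjusted p under 0.01, edgeR). Of 9 let-7 members 4 were higher and 0 lower, let-7g with 29789 ± 5781 (SD, n = 12 pups) normalized counts against 20062 ± 1017 (SD, n = 12 pups) in controls (log2 0.57, standard error 0.0835), let-7d (0.55), let-7c (0.53) and let-7b (0.41). Also higher were the endothelial miR-126-5p (0.53, standard error 0.0841), miR-199a-3p (0.54), miR-26b (0.53), miR-20a+miR-20b (0.51), miR-185 (0.45) and miR-361 (0.35). Of the same precursors, miR-126-3p and miR-199a-5p (-0.074, adjusted p = 0.590, edgeR) did not pass. MiR-1191 had 59.7 ± 26.8 (SD, n = 12 pups) against 164 ± 64.1 (SD, n = 12 pups), above background in 2 of 12 probiotics and 11 of 12 control ceca, so that no fold is given, and it passed with background subtracted too (adjusted p = 0.00145). MiR-362-5p, above background in 5 of 12 and 11 of 12, was also lower, as were miR-297c (-0.90), miR-19b (-0.64), miR-24 (-0.45) and miR-151-3p (-0.41). MiR-34a (-0.37), miR-101a (-0.41), miR-34c (0.37) and miR-146b (-0.15) did not pass, and miR-743a and miR-509-5p were below the limit for testing. By its probe factor a median of 86.4% of the cecal counts of miR-34c were carry-over. With the factor applied its difference was larger and did not pass 0.01 in edgeR either. Adjusted over the list alone, 5 let-7 members were higher and 1 lower, and the list had adjusted p = 0.000181 by camera in limma and adjusted p = 0.262 with an estimated correlation. Housekeeping scaling moved the median of all miRNAs to -0.49 and that of let-7 to -0.14 and gave 0 higher and 49 lower calls, with miR-361 at -0.079, while DESeq2 gave 21 higher and 13 lower. The ratio of the ligation controls B and A also differed between these groups.

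**Figure D3:**
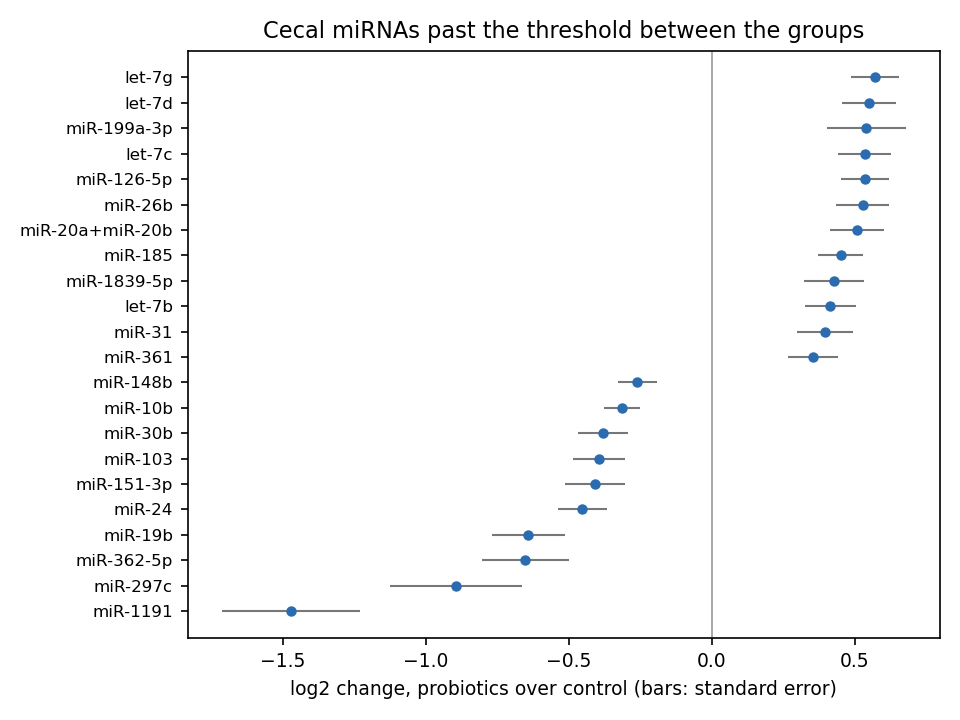
Log2 change, probiotics over control, of the 22 cecal miRNAs with adjusted p under 0.01 from edgeR (points, fitted changes; bars, standard errors; n = 12 pups per group). Let-7g lies at 0.57 and miR-1191, a point set partly by background, at -1.47, and with housekeeping scaling the median of the let-7 family falls below 0.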

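Of the other lists, 0 stood apart between the groups in the cecum by limma's camera test (lowest adjusted p = 0.617, for neurons and epithelium). In the miR-17-92 family clusters 1 of 9 was higher (miR-20a+miR-20b) and 1 lower (miR-19b). Among 6 mesenchymal miRNAs miR-199a-3p was higher and miR-10b lower. Of the smooth muscle, epithelial, Dlk1-Dio3, miR-322/450, immune, red cell, neuronal, miR-29, milk and skeletal muscle miRNAs 0 passed in edgeR, and adjusted over the list alone these counts were the same. The camera adjusted p was 0.736 for red cells, 0.976 for mesenchyme and 0.948 for each of the rest. The liver and pancreas miRNAs were below the limit for testing. With litter as a random block 15 miRNAs passed (8 higher and 7 lower), and 14 passed in edgeR without the control pup of litter C19 at PND36. With counts summed per litter 0 passed in edgeR, and 56 had an unadjusted p under 0.05. That fit held no term for PND, though the probiotics litters held unlike ages, so that age adds to its spread. DESeq2 was not run on those sums.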

Using miRWalk2.0, a total of 4,591 group-associated miRNA-gene targets were predicted (Table S2) and 189 enriched GO annotations were identified (Table S3). 

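In the cecal content, the largest differences between probiotics and control pups among miRNAs above background in at least 6 of 12 pups of each group were in miR-148a, an abundant miRNA of milk (log2 1.75, standard error 0.524), miR-7a (1.27, adjusted p = 0.0780, edgeR), miR-188-5p (1.22) and the hematopoietic miR-142-5p (1.09), which were higher. In the content of the probiotics pup of litter P10 at PND21 miR-148a was the most abundant miRNA, with 14.0% of the miRNA counts. MiR-7a had 1727 ± 1021 (SD, n = 12 pups) normalized counts with probiotics and 713 ± 337 (SD, n = 12 pups) in controls. Lower were miR-1937a+miR-1937b (-1.54, standard error 0.565), miR-1937c (-1.40), miR-720 (-1.38) and miR-2132 (-1.19). In total 103 of 290 miRNAs passed an adjusted p of 0.25 in edgeR, 94 higher and 9 lower, and 81 had an unadjusted p under 0.05. Of the 103, 49 lay above background in at least 6 of 12 pups of both groups and 40 in neither. With background subtracted 7 passed, 45 with the filter in 12 samples and 38 with limma trend. The negative controls had a median of 136 normalized counts in probiotics and 75.8 in control contents. MiR-138 and miR-496 were below the limit for testing. The median of all miRNAs was 0.35 with total counts, -0.091 with TMM factors, -0.069 with DESeq2 and -0.62 with housekeeping scaling, and the calls were 12 higher and 22 lower with TMM factors, 29 higher and 35 lower with DESeq2 and 1 higher and 52 lower with housekeeping scaling. Housekeeping mRNAs made up 26.6 ± 37.4 per 1000 counts in probiotics and 9.61 ± 3.37 in control contents (SD, n = 12 pups each), which housekeeping scaling turns into lower values with probiotics. With counts summed per litter, in a fit without PND, 0 passed in edgeR (39 at an unadjusted p under 0.05). DESeq2 was not run on those sums. Without the probiotics pup of litter P11 at PND14 62 passed.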

In the cecal content, four differentially expressed group-associated miRNAs were identified (Fig. 2B), one miRNA was upregulated (*β*_2_ = 1.9580) and three were downregulated (*β*_2_ = −1.7243 to −0.7022) in probiotics vs control group. These miRNAs clustered primarily based on group, suggesting that probiotics affect the intestinal miRNA signatures.

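With total counts as the scale, 4 of 9 immune miRNAs were higher in probiotics contents, miR-142-5p, miR-146a (log2 0.73), miR-181a (0.65) and miR-181b+miR-181d (above background in 3 of 12 pups of each group), while miR-155 (-0.19) and miR-223 (0.32) did not pass. Of 26 Dlk1-Dio3 miRNAs 9 were higher, and of 9 milk miRNAs 4, for example miR-375 (0.92). Of the 9 Dlk1-Dio3 miRNAs miR-543 (0.62) alone lay above background in at least 6 of 12 pups of both groups. By its probe factor, though, a median of 100% of the content counts of miR-543 were carry-over from the positive controls. Also higher were 3 of 9 let-7, 2 of 8 epithelial, 2 of 9 miR-17-92, 2 of 5 mesenchymal, 1 of 2 miR-322/450, 1 of 3 miR-29, 1 of 4 smooth muscle and 1 of 3 skeletal muscle miRNAs. No list member was lower, and 0 red cell, neuronal and liver miRNAs passed in edgeR. Adjusted over the list alone, 5 immune, 11 Dlk1-Dio3, 2 let-7, 1 epithelial, 3 miR-29 and 1 liver miRNAs were higher, and the other lists kept their counts. By limma's camera test 0 lists stood apart from the other miRNAs (red cells adjusted p = 0.227, immune cells 0.744, milk and skeletal muscle 0.943, the rest 0.873 where at least 3 were tested). With housekeeping scaling miR-375, let-7d, let-7g, miR-433, miR-322, miR-199a-3p and miR-29a lay below 0. From the clustering of the group-associated miRNAs by group, the paper proposes that probiotics affect the intestinal miRNA signatures.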

**Fig 2:**
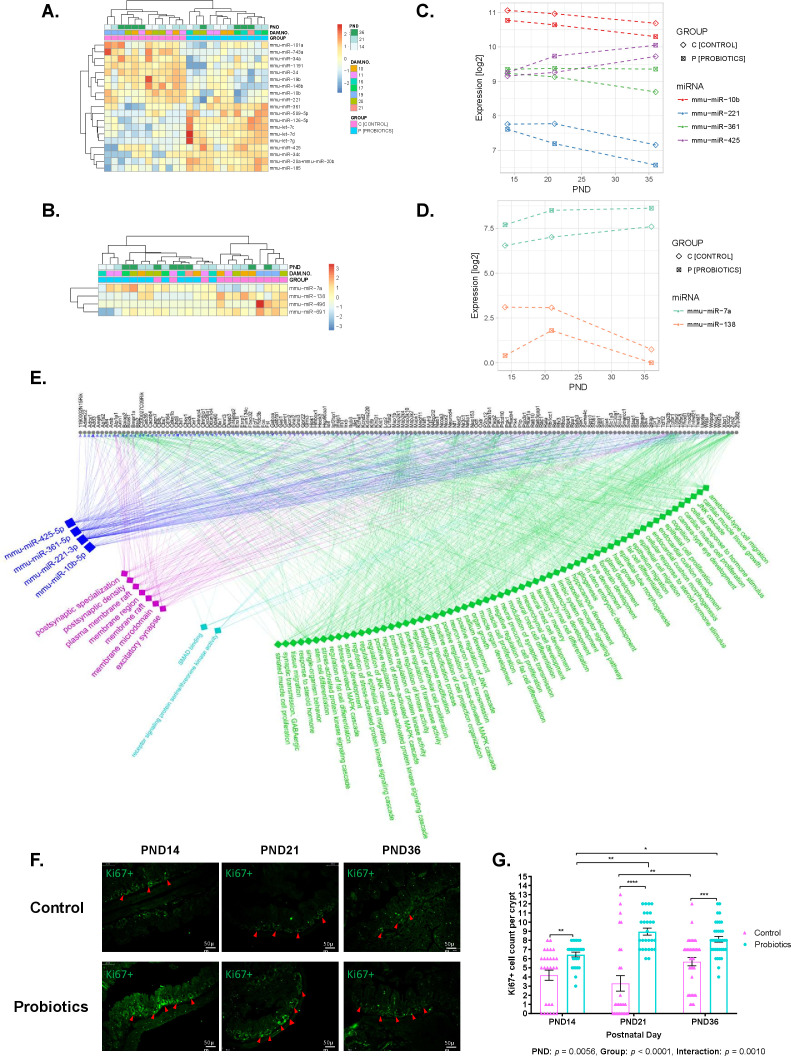
Probiotics affect the maturation of the cecum and cecum content microRNA signatures and increase proliferation. (**A and B**) Heatmap showing unsupervised hierarchical clustering of group-associated, significantly deregulated miRNAs in cecum (A, FDR-adjusted *P*-value < 0.01) and its content (B, FDR-adjusted *P*-value < 0.25) (*n* = 3–5 offspring/sex/PND). Significance assessed by regression analysis followed by ANOVA. The colors indicate the intensity of z-scored log_2_ normalized miRNA counts (red, high expression; blue, low expression). See Tables S2 and S3 for the group-associated predicted miRNA-gene targets and enrichment analysis, respectively. (**C and D**) Panel plots showing significantly differentially expressed PND- and group-associated miRNAs in cecum (C, FDR-adjusted *P*-value < 0.01) and its content (D, FDR-adjusted *P*-value < 0.25). Significance assessed by regression analysis followed by ANOVA. Panel plots show PND on x-axis and log_2_ normalized miRNA counts on y-axis. See Tables S2 and S3 for the cecum PND- and group-associated predicted miRNA-gene targets and enrichment analysis, respectively. (**E**) Putative regulatory network of the four PND- and group-associated miRNAs in the cecum (blue squares) and their predicted gene targets (gray circles) enriched in Gene Ontology (GO) biological processes (GObp) (green diamonds), molecular functions (GOmf) (teal diamonds), and cellular components (GOcc) (purple diamonds) (FDR-adjusted *P*-value < 0.01). Edges are represented by blue for miRNA-gene targets and depicted by green, teal, and purple for genes enriched in GObp, GOmf, and GOcc, respectively. (**F**) Ki67 immunofluorescence (green) of cecal epithelial cell proliferation in control and probiotics groups and (**G**) mean ± SEM of Ki67+ cell count/crypt (*n* = 9 replicates for 3–4 offspring/PND/group; two-way ANOVA and Bonferroni-adjusted *P-value*; *P < 0.05, **P < 0.01, *** *P* < 0.001, ****P < 0.0001. See **Fig. S3A through D** for H&E and AB/PAS staining and scoring of cecal tissue.

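For a difference between the groups in the change with age (an interaction of PND and group), 0 of 291 cecal miRNAs passed an adjusted p of 0.05 in edgeR, 9 had an unadjusted p under 0.05 and DESeq2 called 0. In the content 0 of 290 passed in edgeR, 8 had an unadjusted p under 0.05 and DESeq2 called 1.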

To determine whether probiotic supplementation affects cecal and cecal content miRNA signatures after birth, the miRNA data were analyzed using PND and group as predictors. 

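In the cecum, let-7d, miR-10b and miR-199a-3p passed the thresholds for both PND and group in edgeR. Let-7d had 34223 ± 13949, 29664 ± 4379 and 28269.7 ± 2566 normalized counts (SD, n = 3, 5 and 4 pups) at PND14, PND21 and PND36 with probiotics against 22008 ± 2935, 21955 ± 1597 and 18579 ± 1087 (SD, n = 4 pups each) in controls, and between groups of the same age it passed 0.05 at PND36 (adjusted p = 0.0341) but not at PND14 (0.0739) or PND21 (0.0982) in edgeR. MiR-10b, from a Hox cluster, had 1575 ± 219 (SD, n = 4 pups) with probiotics and 2028 ± 40.2 (SD, n = 4 pups) in controls at PND36 (group log2 -0.31, standard error 0.0632). MiR-199a-3p had 9212 ± 1062 (SD, n = 5 pups) with probiotics and 6690.2 ± 428 (SD, n = 4 pups) in controls at PND21. MiR-221 fell with age (-0.56) and had -0.30 for group (adjusted p = 0.0289, edgeR), miR-425 rose with age (0.64) and had 0.31 for group (adjusted p = 0.0185, edgeR), and miR-361 had -0.32 for age (adjusted p = 0.0272, edgeR). The number was 1 with TMM factors, 7 with DESeq2 and 7 with housekeeping scaling, and it was 1 without the control pup of litter C19 at PND36 and 6 without the control pup of litter C10 at PND14.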

Four differentially expressed PND- and group-associated miRNAs were identified in the cecum (Fig. 2C), two miRNAs were upregulated (*β*_1_ = −0.0170 to 0.0318, *β*_2_ = 0.2371 to 0.2665) and two were downregulated (*β*_1_ = −0.0358 to −0.0213, *β*_2_ = −0.4334 to −0.3517) in probiotics vs control group. These had 465 predicted gene targets (Table S2) and were enriched in 78 GO annotations (Table S3).

In cecal content, two differentially expressed PND- and group-associated miRNAs were identified (Fig. 2D); one miRNA was upregulated (*β*_1_ = 0.0485, *β*_2_ = 1.9580) and one miRNA was downregulated (*β*_1_ = −0.0781, *β*_2_ = −1.3535) developmentally in the probiotics vs control group.

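In the content 12 miRNAs passed an adjusted p of 0.25 for both PND and group in edgeR. The Dlk1-Dio3 miRNAs miR-154, miR-382, miR-433 and miR-434-3p, the endothelial miR-126-3p and miR-126-5p, and miR-99a, miR-199a-3p, miR-218 and miR-322 fell with age and were higher with probiotics. MiR-29a rose with age and was higher with probiotics, and miR-804 rose with age and was lower with probiotics (group log2 -0.92, standard error 0.402). MiR-199a-3p had 5087 ± 2565, 1448 ± 962 and 601 ± 248 normalized counts with probiotics (SD, n = 3, 5 and 4 pups) at PND14, PND21 and PND36 and 2642 ± 1681, 469 ± 84.2 and 470.5 ± 206 in controls (SD, n = 4 pups each), above background in all pups, and with background subtracted its group difference had adjusted p = 0.506 in edgeR. MiR-154, miR-382, miR-433, miR-434-3p, miR-126-5p and miR-218 lay above background in 1, 2, 1, 5, 2 and 4 of 12 probiotics and in 3, 5, 3, 4, 4 and 5 of 12 control pups. MiR-7a, which passed for group alone, had 2139 ± 1568 (SD, n = 4 pups) with probiotics and 917 ± 283 (SD, n = 4 pups) in controls at PND36. The number was 0 with background subtracted in edgeR, 3 with the filter in 12 samples, 18 with DESeq2, 5 with TMM factors and 4 with housekeeping scaling, under which miR-433, miR-322, miR-199a-3p and miR-29a lay below 0 for group. It was 3 without the control pup of litter C10 at PND36 and 40 without that of litter C19 at PND14.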

To understand if intestinal miRNA signatures in the probiotic group at the earlier time-points (PND14 and 21) resemble those of the control group at the later time-points (PND21 and 36), paired comparisons of cecal and cecal contents data were conducted. 

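These comparisons set 3 or 5 probiotics pups against 4 control pups of a later age, so that age, group and litter differ at once. Each was fitted over all 24 samples of its site, which share the estimate of the spread, and the same pups enter the tests for PND and group. In 20 simulated data sets with no differences, at most 2 miRNAs passed in a comparison in edgeR, too few to give a value for an overlap with PND- or group-associated miRNAs.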

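Ceca of probiotics pups at PND14 had more miR-199a-3p and miR-335-5p and less miR-29b than ceca of control pups at PND21 and at PND36 (1.96 for miR-199a-3p at PND36). Against control PND21, 121 of 291 miRNAs differed (adjusted p under 0.05, edgeR), 58 higher and 63 lower in the probiotics pups. Highest were miR-199a-3p (log2 1.41, standard error 0.213), miR-129-3p (1.32), miR-335-5p (1.31) and miR-434-3p (1.18), and among the lowest miR-3471 (-2.88, standard error 0.930), miR-1191 (at least 3.99-fold, above background in 0 of 3 of these probiotics pups), miR-297c (-2.21), miR-2183 (-1.94) and miR-29b (-1.92). Against control PND36, 142 differed, 85 higher and 57 lower. Among the higher were miR-335-5p (2.43, standard error 0.165), miR-450a-5p (2.21), miR-351 (at least 1.33-fold, above background in 0 of 4 control pups) and miR-487b (in 1 of 4), and among the lower miR-29b (-2.72), miR-29a (-2.23) and miR-1191 (at least 2.83-fold). MiR-29b had 1669 ± 74.8 (SD, n = 3 pups) normalized counts at probiotics PND14, 6298 ± 973 (SD, n = 4 pups) at control PND21 and 10975 ± 1027 (SD, n = 4 pups) at control PND36. With housekeeping scaling the calls were 86 higher and 13 lower against PND21 and 80 higher and 21 lower against PND36, and DESeq2 gave 70 higher and 49 lower against PND21.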

In the cecum, 34 and 77 miRNAs were significantly differently expressed in probiotic group at pre-weaning (PND14) compared to the control group at PND21 (weaning) and PND36 (post-weaning), respectively (FDR-adjusted *P*-value < 0.05) (Fig. S2E and F and Table S4). 

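MiR-199a-5p was higher in ceca of probiotics pups at PND14 than in those of control pups at PND21 by log2 0.90 (standard error 0.108, adjusted p = 1.87e-06, edgeR) and at PND36 by 1.72 (standard error 0.109, adjusted p = 1.21e-11, edgeR). Of the 121 and 142 miRNAs of these comparisons, 55 and 89 were PND-associated, against 44.9 and 52.7 for independent lists, and each was shifted in the direction of its change with age. Group-associated were 11 and 14, against 9.1 and 10.7. The samples are shared with the tests for PND and group, so that part of the excess may come from them.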

A total of 11 (out of 34) and 34 (out of 77) were identified as PND-associated miRNAs, including miR-199-5p (Fig. S2E and F; Table S4). Similarly, mice exposed to probiotics at weaning (PND21) exhibited significant changes in the expression level of 54 miRNAs when compared to control-treated mice after weaning (PND36) (Fig. S2G and Table S4). Of these, 27 and 7 miRNAs were identified as PND- and group-associated miRNAs, respectively. 

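Of 291 cecal miRNAs 61 differed between probiotics pups at PND21 and control pups at PND36 (adjusted p under 0.05, edgeR), 49 higher and 12 lower in the probiotics pups. Among the higher were miR-450a-5p (log2 1.28, standard error 0.141) of the miR-322/450 cluster and miR-410 (1.38), miR-369-3p (1.22) and miR-127 (1.17) of the Dlk1-Dio3 cluster. Among the lower were miR-29b (-1.07, standard error 0.136), miR-1224 (-0.96), miR-29a (-0.78) and miR-1191, which lay above background in 1 of 5 probiotics and 3 of 4 control pups and did not pass with background subtracted (adjusted p = 0.0751, edgeR). MiR-410 had 405 ± 37.2 (SD, n = 5 pups) normalized counts at probiotics PND21 and 155 ± 17.3 (SD, n = 4 pups) at control PND36. The median of all miRNAs was 0.12, and the calls were 36 higher and 17 lower with TMM factors, 44 higher and 25 lower with DESeq2 and 2 higher and 43 lower with housekeeping scaling.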

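PND-associated were 43 of the 61 miRNAs, against 22.6 for independent lists, each shifted in the direction of its change with age, and group-associated were 13, against 4.6. MiR-199a-5p was higher in the probiotics pups by log2 0.80 (standard error 0.0977, adjusted p = 3.24e-06, edgeR).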

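Between probiotics and control ceca of the same age, 5 of 291 miRNAs passed at PND14, 4 at PND21 and 17 at PND36 (adjusted p under 0.05, edgeR). Those of PND14 were miR-1191, miR-297c (log2 -1.41, standard error 0.357), let-7g (0.64), miR-185 (0.53) and miR-26b (0.53). MiR-1191 had 35.9 ± 13.7 (SD, n = 3 pups) normalized counts with probiotics and 129 ± 65.3 (SD, n = 4 pups) in controls at PND14, above background in 0 of 3 and 4 of 4 pups and at least 2.42-fold lower. Those of PND36 included let-7c (0.69), miR-126-5p (0.65), miR-361 (0.64), miR-24 (-0.62) and miR-19b (-0.76). Group-associated were 5, 2 and 12 of them, but the same pups enter both tests. Of 35 splits of the PND14 pups 6 called as many, up to 28, so that chance is not excluded there. The PND14 number was 2 with TMM factors, 19 with DESeq2 and 0 with housekeeping scaling (27 at an unadjusted p under 0.05 in edgeR), and it was 0 without the control pup of litter C11 at PND14 or the probiotics pup of litter P16 at PND14 and 14 without the control pup of litter C20 at PND14. The PND21 number was 1 without the control pup of litter C19 at PND21 or the probiotics pup of litter P20 at PND21 and 28 without the control pup of litter C10 at PND14, and the PND36 number 0 without the control pup of litter C10 at PND36 and 27 without the control pup of litter C10 at PND14.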

As expected, probiotic-associated miRNAs were found to discriminate between the groups after weaning only (probiotic at PND21 vs control at PND36; Table S4).

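Contents of probiotics pups at PND14 had more miR-199a-3p and less miR-155 than contents of control pups at PND21. MiR-199a-3p had 5087 ± 2565 (SD, n = 3 pups) and 469 ± 84.2 (SD, n = 4 pups) normalized counts (log2 3.44, standard error 0.724), and miR-155 differed by -2.29 (standard error 0.676). That value is without the probe factor, by which a median of 43.65% of the content counts of miR-155 were carry-over. Also higher were miR-1196 (3.48) and miR-706 (3.43), and lower miR-1929 (-3.15) and miR-874 (at least 2.94-fold, above background in 0 of 3 probiotics pups). In total 67 of 290 miRNAs passed (adjusted p under 0.05, edgeR), 60 higher and 7 lower, and 21 of them lay above background in at least 50% of the pups of both groups. With background subtracted 9 passed, 27 with the filter in 12 samples and 4 by the methods' t-test. The median of all miRNAs was 0.68, and the calls were 26 higher and 17 lower with TMM factors, 42 higher and 33 lower with DESeq2 and 0 higher and 167 lower with housekeeping scaling. The 3 probiotics contents at PND14 had 141, 22.4 and 43.1 housekeeping counts per 1000, against a median of 11.9 over the contents. Housekeeping scaling thus lowers all miRNAs of these contents. Without the control pup of litter C10 at PND21 9 passed, and without that of litter C19 at PND14 116.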

In the cecum content, 11 miRNAs were found to be significantly differentially expressed in pre-weaned probiotic-treated pups (PND14), compared to the ones from the control group at weaning (PND21) (Fig. S2H). None of them was found to be PND- nor group-associated miRNA in our previous analysis. 

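Of the 67 content miRNAs, 13 were PND-associated, against 6.9 for independent lists, and 35 group-associated, against 23.8. The former included miR-199a-5p (adjusted p = 0.0206, edgeR; above background in 3 of 3 probiotics and 1 of 4 control pups), and each was shifted in the direction of its change with age.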

MiRNA expression levels of probiotic-treated mice at PND14 (pre-weaning) and PND21 (weaning) were comparable to the ones of control-treated mice at PND36 (post-waning) (Fig. S2I and J).

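Between contents of probiotics pups at PND14 and control pups at PND36, 70 of 290 miRNAs differed (adjusted p under 0.05, edgeR), 65 higher and 5 lower with probiotics, and by the methods' t-test 0 (54 at an unadjusted p under 0.05). In edgeR 5 passed with background subtracted and 11 with the filter in 12 samples, and 25 of the 70 lay above background in at least 50% of the pups of both groups. Among the higher were miR-199a-3p (log2 3.44, standard error 0.723), miR-199a-5p (above background in 3 of 3 probiotics and 2 of 4 control pups) and miR-434-3p (at least 3.77-fold, in 0 of 4 control pups), and among the lower miR-1929 (-3.04) and miR-2138 (-2.64). PND-associated were 21 of them and group-associated 45, against 7.2 and 24.9 for independent lists. Between probiotics pups at PND21 and control pups at PND36 0 passed in edgeR, 36 had an unadjusted p under 0.05 and DESeq2 called 13, with miR-199a-5p at 2.19 (standard error 0.678, adjusted p = 0.154, edgeR). Between the groups at PND14 itself 24 passed, 23 higher, and 1 lower, miR-691 (at least 2.31-fold, above background in 0 of 3 probiotics pups), with 8 of them above background in at least 50% of the pups of both groups. The medians of all miRNAs were 0.71, 0.39 and 0.65 in the 3 comparisons. With housekeeping scaling the first gave 0 higher and 113 lower calls, with TMM factors 39 higher and 16 lower and with DESeq2 39 higher and 27 lower, and without the probiotics pup of litter P16 at PND14 19 passed. The number between the groups at PND14 was 43 with DESeq2 and 0 in edgeR with TMM factors (73 at an unadjusted p under 0.05), with background subtracted (15), with only these groups in the fit (18) and without both outlying contents (44), and 0 by the methods' t-test (8). It was 0 without the control pup of litter C10 at PND14 or the probiotics pup of litter P11 at PND14 or the probiotics pup of litter P16 at PND14 and 59 without the control pup of litter C11 at PND14, and 3 of 35 splits of these pups called as many, up to 65, so that chance is not excluded.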

The four PND- and group-associated miRNAs in cecum (Fig. 2C) and their gene targets enriched in GO annotations across 69 GObp, 2 GOmf, and 7 GOcc terms (Table S3) were used to construct a regulatory network (Fig. 2E). This highlighted several cell differentiation- and proliferation-related GO terms enriched among our miRNA-mRNA pairs. Ki67 proliferation marker protein staining confirmed a significant PND × group interaction with Ki67+ cell count/crypt being significantly higher in the probiotics vs control group at each PND (Fig. 2F and G). This is aligned with increased crypt depth and goblet cell numbers in the probiotics group (Fig. S3A through D), suggesting that probiotics increase epithelial cell proliferation via miRNA.

### Probiotics modify the maturation of the cecal microbiota

Previous studies reported that intestinal proliferation genes depend on the composition of the microbiota (8 - 10). To assess whether maternally administered probiotics affect the offspring cecal microbiota postnatally, we ran 16S rRNA gene sequencing analysis of cecal content DNA.

After filtration and quality controls, a range of 81,793 to 270,781 sequences were generated and clustered into 2,464 operational taxonomic units (OTUs). Alpha-diversity (Shannon index) increased with age (Fig. 3A) with no difference between groups, indicating that postnatal age, but not probiotics, affects microbial diversity and richness. This was aligned with total bacterial counts increasing with time but no effect of probiotics (Fig. S4A and B). Conversely, treatment was more important than age in distinguishing microbiota structure (Fig. 3B). The Bray–Curtis dissimilarity matrix revealed a significant age-dependent distinction with PND14 separating from PND21 and PND36 in control mice (Fig. 3B). This is in line with PND-associated miRNA signature in the content, where pre-weaning samples were clustered separately from PND21 and PND36.

**Fig 3:**
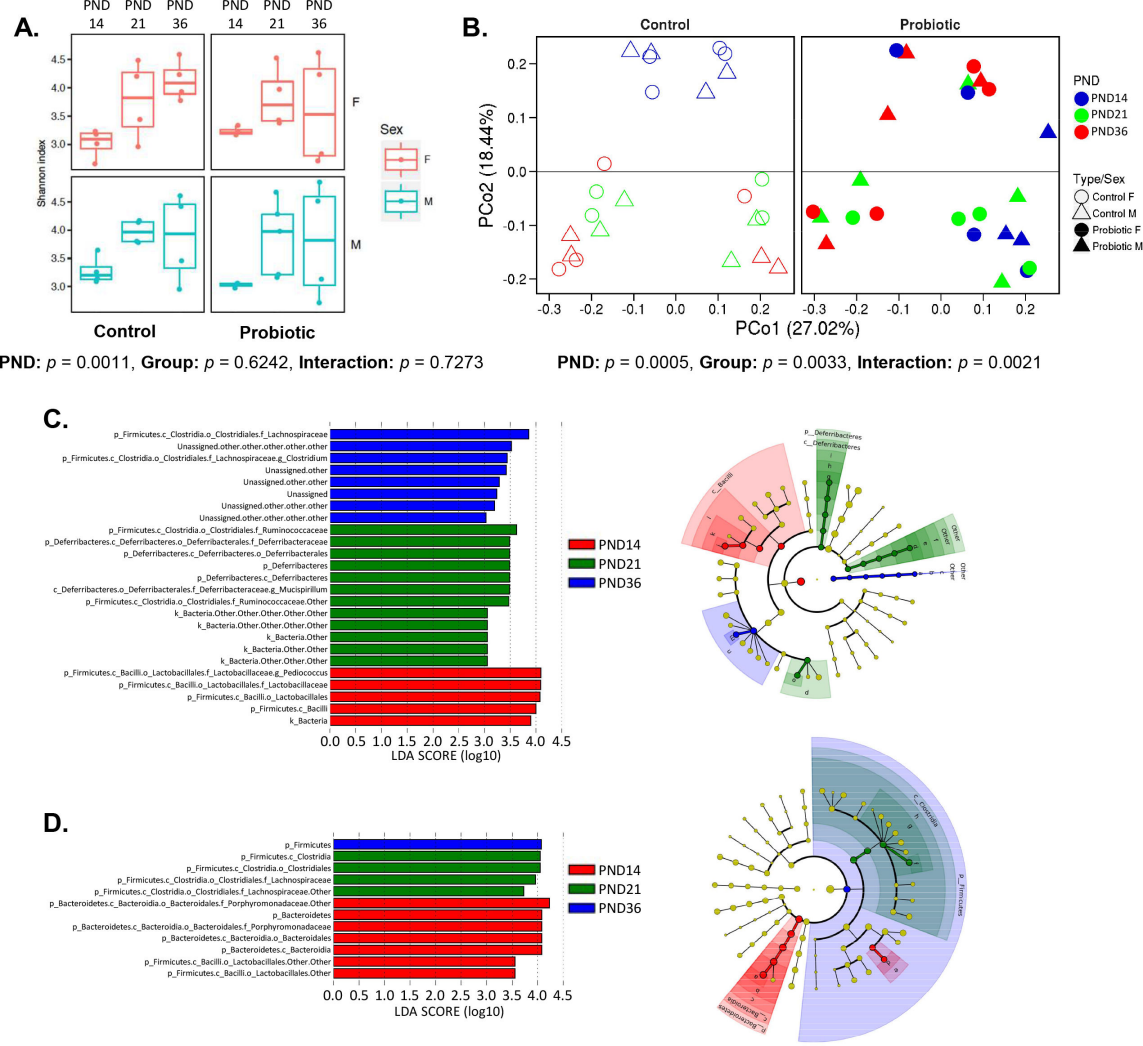
Probiotics modify the maturation of the cecal microbiota. (**A**) Alpha diversity measurement of the Shannon index where box plots represent mean ± SEM; each dot represents an individual offspring (*n* = 7–10 offspring/PND/group). A significant main PND effect was observed (two-way ANOVA and Tukey-adjusted *P-value*, PND: *P*-value = 0.0011). (**B**) Beta diversity depicted by principal coordinates analysis (PCoA) of the Bray–Curtis dissimilarity matrix (plots separated for clarity); each dot represents an individual offspring (*n* = 7–10 offspring/PND/group). A significant PND x group interaction was observed (ADONIS permutation-based function and *P*-value = 0.0021). (**C and D**) LEfSe analysis showing age-discriminating taxa in the control (**C**) and probiotic (**D**) groups (*n* = 7–10 offspring/PND/group). The left histograms show the log_10_ linear discriminant analysis (LDA) scores computed for the relative abundance of taxa differentially abundant between the postnatal days in the control (**C**) and probiotic (**D**) groups (significance at *P*-value < 0.05 and absolute LDA (log_10_) scores > 2.0). The cladograms on the right show the differences in the relative abundance of taxa at five levels (**L2–L6**) in control (**C**) and probiotic (**D**), according to the LEfSe analysis (LDA threshold of 2.0, FDR-adjusted *P*-value < 0.05). See also Fig. S4G–L and S5A–C for differentially abundant OTUs identified using DESeq2 method.

On the other hand, age-dependent segregation of mouse cecal microbiota structures was drastically reduced in the probiotics group, suggesting a contribution of probiotic lactobacilli to microbiota maturation (Fig. 3B). These findings were confirmed by the taxonomical data, where a larger number of taxa were found to discriminate microbiota samples longitudinally in control vs probiotics group. In particular, the genera *Pediococcus* (*Lactobacillaceae* family), *Mucispirillum* (*Deferribacteres* phylum), and *Clostridium* (*Lachnospiraceae* family) were identified by both LEfSe and DESeq2 analyses as significantly enriched at PND14, PND21, and PND36, respectively (Fig. 3C; Fig. S4G through I), with limited differences in the probiotic mice (Fig. 3D; Fig. S4J through L).

**Fig 4:**
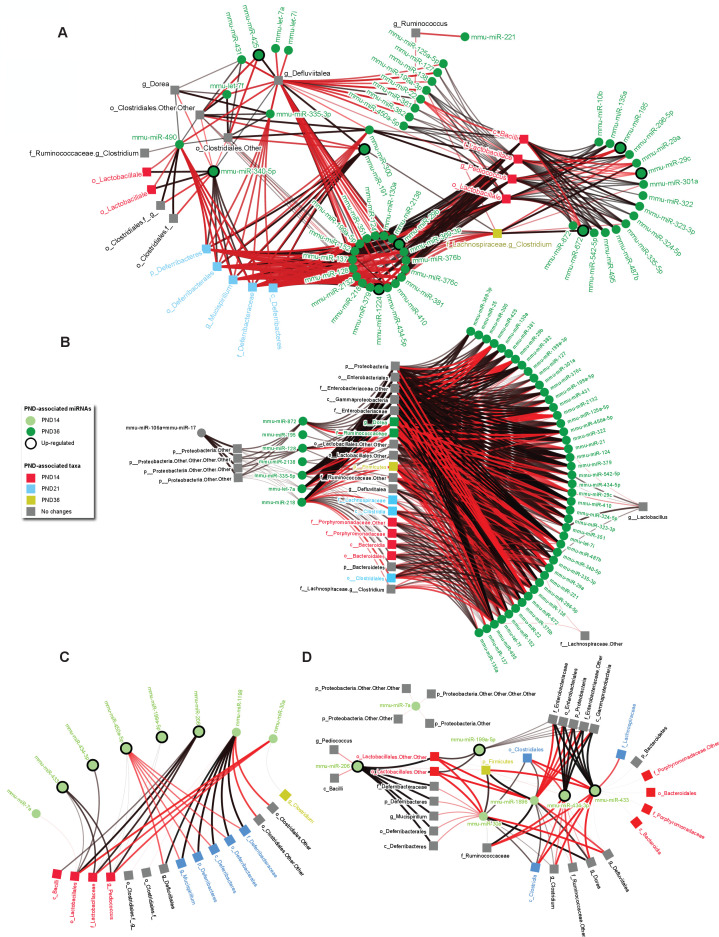
Maturing microRNA and microbiota signatures are correlated, and probiotics modify their relationship. (**A and B**) Networks showing the significant correlations between PND-associated miRNAs and bacterial taxa in the cecum of the control (**A**) and probiotic (**B**) groups (*T* ≥ 0.44, *P*-value < 0.05). (**C and D**) Networks showing the significant correlations between PND-associated miRNAs and bacterial taxa in the cecal content of the control (**C**) and probiotic (**D**) groups. (**A-D**) Node colors refer to the age-associated miRNA and/or taxa significant changes. Red and black edges represent the negative and positive significant correlations, respectively (*T* ≥ 0.44, *P*-value < 0.05). The networks were visualized using NAViGaTOR 3.0 (24).

In line with this, the aforementioned taxa were also identified as significantly differently abundant in the pre-weaned probiotic pups (PND14), compared to the ones from the control groups at later time-points (PND21 and PND36) (Fig. S5A and B). The microbiota in the probiotic group at weaning (PND21) was similar to that in the control group at PND36 (Fig. S5C).

### Maturing microRNA and microbiota signatures are correlated, and probiotics modify their relationship

To investigate the relationship between cecal miRNAs and microbiota, we performed a pairwise Kendall correlation analysis of the cecal content bacterial taxa (taxonomical levels from phylum to genus) and miRNAs expressed in the cecum and its content. 231 and 194 miRNAs in the control group and 192 and 208 miRNAs in the probiotics group were correlated with at least one taxon in the cecum and its content, respectively (Table S5).

Next, we dissected the PND-dependency within these correlations for either miRNA or taxa. For cecal miRNA, 54 and 52 of these taxon-correlated miRNAs were previously (Fig. 1C) identified as PND-associated in the control and probiotics groups, respectively (Fig. 4 and B), with 11 miRNA-taxon pairs being common in the two groups (Fig. S6A). In the cecum content, eight and seven miRNAs were previously (Fig. 1D) identified as PND-associated in the control and probiotics groups, respectively (Fig. 4C and D), with three miRNA-taxon pairs being content-specific (Fig. S6B). This shows both shared and site (cecum vs content)-specific miRNA-taxon pairs. The effect of the probiotics is shown in correlation networks visualizing pairwise miRNA-taxon associations (Fig. 4B and D). There was a higher connectivity for pairs in the probiotics group vs control, in both cecum and its content (Fig. 4A through D), with 550 (cecum) and 84 (cecum content) miRNA-taxon pairs identified in the probiotics group compared to 366 (cecum) and 33 (cecum content) in the control group. In particular, miR-199a-5p-taxon correlation pairs were group-specific.

For taxa, at least half of the significant correlations in the control group in both cecum and content involved PND-associated taxa that were found to discriminate between the control and the probiotics group, including *Pediococcus, Mucispirillum,* and *Clostridium* genera (Fig. 3C and D; Fig. 4A and C). Interestingly, most of these PND-associated correlations were modified by probiotics (Fig. S6C and D).

Together, these data suggest that the gut microbiota composition is associated with miRNA expression and specifically with selected miRNAs that are developmentally regulated and modified in response to probiotics supplementation.

## DISCUSSION

Here, we report that cecal and cecal content miRNA signatures are postnatally regulated in early life and that a relationship exists between them and with the luminal microbiota. Age-dependent miRNAs, including those that are significantly correlated with microbial taxa, target cell growth, epithelial cell proliferation and differentiation, and tissue development. This suggests the existence of a tripartite interaction among tissue and luminal miRNAs and luminal microbiota which is critical for intestinal maturation, providing a system-level perspective on epigenetic regulation of this postnatal process. The importance of microbial cues in this context is confirmed by our finding that allochthonous microorganisms modify the relationships. Specifically, probiotic lactobacilli enhance miRNA-taxon pair connectivity, which is accompanied by enhanced epithelial proliferation and age-independent modulation of cecal microbiota community structure. This is important because the microbiota was previously found to only minimally affect intestinal gene expression epigenetically via DNA methylation processes (3). Our findings show that the miRNA dimension is, on the other hand, cardinal. This offers a possible explanation for personalized microbial responses to interventions, especially in early life, when not only microbial, but also as shown here, miRNA signatures, are plastic and modifiable. Interestingly, we found that the expression of age-dependent miR-199a-5p in the lumen and tissue is correlated, suggesting a potential use of this miRNA as a biomarker of microbiota maturation. Our data also suggest that studies cannot prescind from comprehensive analyses, since multiple miRNAs work collaboratively and together with the microbial community.

The modifying effects of the probiotics on the infant intestinal miRNA-microbiota relationships is remarkable, primarily since it was observed in healthy animals and since it highlights the vast potential of this intervention.

The PND-associated miRNA*-*gene targets were previously identified as microbiota responsive (3, 7), including a subset found to be developmentally regulated in mice (3). The fact that these genes are likely regulated via miRNAs that respond to the microbiota opens the horizon for interventions that target the microbiota for fine-tuning host gene expression. In addition, the probiotic used here modified the maturation of the cecal microbiota making the microbiota of probiotic treated mice at PND14 undistinguishable from that of control mice at PND36. These findings provide a rationale for probiotics administration to infants at risk of developmental delays, including malnourished infants and those born preterm who have a slower and/or disturbed maturation of their intestinal microbiota (25, 26). The use of a substantiated probiotic supports translatability of our findings.

This withstanding, broad implication must be considered. Probiotics increased miRNA-taxon interconnectivity and reversed the correlations of selected age-discriminatory taxa with PND-associated miRNAs (Fig. S6C through D). Interestingly, microbiota modulation was not necessary for these probiotic effects, suggesting a direct impact of the lactobacilli administered on the intestine. While the end result appears to be beneficial, long-term consequences need to be investigated. In addition, a diseased intestine may or may not be able to respond to probiotics via miRNA in a similar manner as shown here. Finally, inanimate microorganisms or their metabolites may also elicit miRNA responses (27), suggesting that para- or post-biotics have the potential for future investigation and in clinical applications.

In summary, our study outlines the effect of postnatal development on intestinal and luminal miRNA signatures. It shows that the epigenetic process is associated to the developmental changes of the intestinal microbial ecosystem, dependent on microbial cues. Our data show the impact of probiotic lactobacilli in shaping the bidirectional association between miRNA-microbiota during postnatal maturation with potential implications for healthy growth. Given that the probiotic effects are strain-specific, future studies addressing the impacts of the individual strains *L. rhamnosus* R0011 and *L. helveticus* R0052 should help in identifying strain-specific miRNAs-microbes networks.

## MATERIALS AND METHODS

### *In vivo* animal study

Thirteen female and seven male C57BL/6-VAF/Elite mice were purchased at 6–8 weeks of age from Charles River Laboratories (Saint-Constant, QC, Canada) and housed in sterile conditions throughout the study under a 14:10 light:dark cycle and at room temperature. Mice received sterile water and Teklad Irradiated Global 18% Protein Rodent Diet (Envigo, Madison, WI, USA) *ad libitum*. After 1-week acclimatization, and on Day 0 of the study, female mice were randomized into two groups to continue receiving sterile water (control group, *n* = 7) or water supplemented with 10^9^ colony-forming units (CFU) of a mixture of *Lacticaseibacillus rhamnosus* R0011 (95%) and *Lactobacillus helveticus* R0052 (5%) per mL (Probiotics group, *n* = 6) (Fig. 1A). Water was changed every 2 days. On Day 7, mice were bred harem-style (M:F = 1:2–3); following confirmation of pregnancy, the dams were housed individually. After parturition, litters were followed longitudinally. Dams (postnatal day, PND, 21) and one male and one female pup/litter (PND 14, 21 [weaning] and 36) were sacrificed via carbon dioxide inhalation and cervical dislocation. The entire cecum was immediately excised, the content removed and the tissue cleaned with sterile 0.9% NaCl. The cecal tissue was first cut at the greater curvature and fixed in 10% Formalin solution (Sigma-Aldrich, St. Louis, MO, USA) for histology, then cut longitudinally into two halves and snap-frozen in liquid nitrogen. Cecal tissue and content were stored at −80°C until further processing. All mice handling and dissections were performed in sterile conditions and completed in a biosafety cabinet using sterile instruments. See Fig. 1A for the study design.

### Probiotic strains

The probiotic supplement (Lacidofil), a 95:5 mixture of *Lacticaseibacillus rhamnosus* R0011 (CNCM I-1720) and *Lactobacillus helveticus* R0052 (CNCM I-1722), was provided by Lallemand Health Solutions, Inc. (Montréal, QC, Canada), in lyophilized form and stored at 4°C. The viability of probiotic strains was assessed by plating aliquots of freshly prepared and old (after 48 h) drinking water on De Man, Rogosa, and Sharpe (MRS) agar (Difco Lactobacilli MRS Broth, BD Biosciences, Sparks, MD, USA).

### DNA extraction

Total DNA was extracted from half of the cecal content using the E.Z.N.A Stool DNA Kit (Omega Bio-tek, Inc., Norcross, GA, USA) as previously described (28). DNA concentration and purity were assessed with the NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific, Foster City, CA, USA). DNA samples were stored at −20°C.

### Quantification of probiotic strains and total bacteria using real-time PCR

Quantification of total bacteria and probiotic strains in the cecal content was assessed in triplicate using the 7900HT Fast Real-Time PCR System and 384-well optical plates (Applied Biosystems, Thermo Fisher Scientific). Total bacteria were quantified using 10 ng/µL of total DNA, TaqMan Gene Expression Master Mix (Applied Biosystems, Thermo Fisher Scientific, Foster City, CA, USA), and custom TaqMan assay targeting the 16S rRNA gene (29) in a final volume of 10 µL per reaction (default thermal profile settings). Total bacterial counts were calculated using a pGEM T-Easy-16S rRNA based standard curve and data expressed as log_10_ 16S copies/g of cecal content.

Probiotic strains were quantified using Power SYBR Green PCR Master Mix (Applied Biosystems, Thermo Fisher Scientific, Foster City, CA, USA), 20–50 ng/μL of total DNA, and strain-specific primers for *L. rhamnosus* R0011, targeting the 113A29 bacteriophage head protein (30) and for *L. helveticus* R0052, targeting the open reading frame 5 of the pIR52-1 plasmid (31), in a final volume of 10 µL per reaction. The thermal cycle profile was modified as follows: 10 min at 95°C, 40 cycles of 15 s at 95°C then 1 min at 60°C. After amplification, a dissociation curve analysis was performed to ensure the specificity of the reaction and verify the absence of primer dimers. The number of cells for each probiotic strain was calculated from culture-based standard curves and expressed as CFU/g of cecal content, normalized to total bacterial counts as previously described (28).

### 16s rRNA gene amplicon sequencing

The sequencing library preparation was performed according to Illumina 16S Metagenomic Sequencing Library Preparation guide (part no. 15044223 Rev. B), with the exception of using Qiagen HotStar Master Mix (Qiagen, Hilden, Germany) for the amplicon PCR. The primers 16S-IlluF (5′-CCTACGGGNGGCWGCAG-3′) and 16S-IlluR (5′-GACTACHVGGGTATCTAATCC-3′) targeting the V3–V4 hypervariable regions were used to amplify a 550 bp fragment (32). The PCR amplification was performed for 25 cycles using an annealing temperature of 55°C. Purified PCR products were then loaded on an Illumina MiSeq and sequenced using the MiSeq 500-cycle V3 Kit (Illumina, San Diego, CA, USA).

### RNA extraction

Total RNA was extracted from cecal tissue and the second half of the cecal content using the *mir*Vana miRNA Isolation Kit (Ambion, Life Technologies, Waltham, MA, USA) as per the manufacturer’s protocol. RNA concentration and purity were assessed with the NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific, Foster City, CA, USA). RNA samples were stored at −80°C.

### RNA quality control

The quality of the cecum and cecal content total RNA samples was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, California, USA) and RNA 6000 Pico Kit. The electropherograms were analyzed with the 2100 Expert Software version B.02.08.SI648 (Agilent Technologies, Inc., Santa Clara, CA, USA).

### MicroRNA profiling

Twenty-four pairs of cecum and content RNA samples extracted from 24 male offspring (a total of 48 samples) were used for miRNA profiling with the nCounter Mouse v1.5 miRNA Expression Assay Kit (NanoString Technologies, Inc., Seattle, WA, USA) (miRBase built version 15). The experiments were performed at the Princess Margaret Genomics Center Toronto, Canada (www.pmgenomics.ca), using 100 ng of total RNA according to the manufacturer’s instructions.

For the control group, 12 samples were analyzed: 1 male offspring/dam/PND (*n* = 4 male offspring/PND). For the probiotics group, 12 samples were analyzed across all dams: *n* = 3, *n* = 5, and *n* = 4 male offspring for PND14, PND21, and PND36, respectively.

### Cecal and cecal content microRNA quantification using droplet digital PCR (ddPCR)

PND- and group-associated miR-199a expression was confirmed in male samples used for NanoString and validated using additional non-littermate males (*n* = 6–7 male offspring/PND for control and *n* = 3–5 male offspring/PND for probiotics for each of tissue and content) and littermate females (*n* = 3–4 female offspring/PND for control and *n* = 4–5 female offspring/PND for probiotics for each of tissue and content) by ddPCR. Briefly, 10 ng of total RNA was first reverse-transcribed (RT) using TaqMan MicroRNA Reverse Transcription Kit and microRNA specific primers for miR-199a-5p (Applied Biosystems, Thermo Fisher Scientific, Foster City, CA, USA).

The ddPCR was performed in 20 µL of a reaction mixture containing 10 µL of digital PCR^TM^ Supermix (Bio-Rad, Hercules, CA, USA), 1 µL of TaqMan assay (Applied Biosystems, Thermo Fisher Scientific, Foster City, CA, USA), and 5 µL of RT solution. The mixture was loaded into DG8 cartridges (Bio-Rad Laboratories, Hercules, CA, USA) with 70 µL of Droplet Generation Oil for Probes (Bio-Rad Laboratories, Hercules, CA, USA) and then placed into the QX100 Droplet Generator (Bio-Rad Laboratories, Hercules, CA, USA). The generated droplets were then transferred into a 96-well PCR plate to run the PCR following the manufacturer’s protocol. After run completion, the plate was loaded on a QX100 Droplet Reader (Bio-Rad Laboratories, Hercules, CA, USA) for the quantification of total miRNA copies per reaction. The data were reported as total miRNAs/g of cecal or cecal content as follows:

$$\frac{Adjusted\;miRNA\;copies/reaction}{Weight\;of\;sample\;(g)}=total\;miRNAs/g\;of\;cecal\;content$$

### Histology

Cecal tissue (*n* = 3–4 male and female offspring/PND/group) fixed in 10% Formalin solution was processed, embedded in paraffin, cut into 5-µm-thick sections, and stained with hematoxylin and eosin (H&E) and alcian blue/periodic acid-Schiff (AB/PAS) stains following standard procedures. Parameter scoring was completed by a pathologist blinded to the experimental conditions for the following parameters: normal architecture (yes/no), presence of inflammation (yes/no), goblet cell count/40 × field, and crypt depth (µm). Parameter scoring was performed and replicates of five were recorded. Microscopic images were captured at a magnification of 200 × and visualized at a scale bar of 100 µm.

### Immunofluorescence

Ki67 immunofluorescence staining of cecal tissue sections (*n* = 3–4 male and female offspring/PND/group) was performed as previously described (33). Briefly, tissue sections were incubated overnight at 4°C with 1 in 500 dilutions of primary antibodies (Abcam, Cambridge, UK), then incubated with 1 in 1,000 diluted fluorescent secondary antibodies (Invitrogen, Carlsbad, CA, USA) for 2 h at room temperature. Antibody-labeled cells were counted by a pathologist in a blinded manner (nine replicates/section), and data were expressed as Ki67+ cell count/crypt. Microscopic images were captured at a magnification of 200 × and visualized at a scale bar of 57 µm.

### 16s rRNA gene amplicon sequencing data analysis

Amplicon sequences were analyzed as previously described (34, 35). The pair-end reads were first quality-controlled, then paired-end assembled, and clustered at 97% similarity. The operational taxonomic units (OTUs) were assigned using the Ribosomal Database Project (RDP) classifier (v2.5) with a custom Greengenes (v13_5) training set (34 - 37). Alpha diversity (Shannon index) and beta diversity (Bray–Curtis dissimilarity matrix) were assessed using QIIME 1 software (38).

The linear discriminant analysis (LDA) effect size (LEfSe) method (LDA score >2) was used to identify discriminatory taxa between groups (39). To infer differential relative abundances in bacterial taxa, microbiota data were also analyzed with the negative binomial distribution method (R/Bioconductor DESeq2 package) as in reference (40); an FDR-adjusted *P-*value with a cut-off value of 0.05 was used as a threshold.

### MicroRNA profiling data analysis

Cecum miRNA data were normalized with NanoStringNorm v1.2.0 (41) by applying a technical assay variation adjustment (using geometric mean counts across all probes as the normalization factors), a background (mean of negative probes counts) correction, and a sample content variation adjustment (using the total sum of all the endogenous probes) before final log_2_ transformation. Multidimensional scaling (MDS) was performed to show samples similarity/ dissimilarity. Multiple linear regression analysis was then performed, in which the expression of miRNAs was modeled as a linear function of three predictors: PND, group, and dam, where PND was treated as a nominal variable and group and dams were treated as categorical variables. The resulting model was subjected to ANOVA to assess the statistical significance of individual predictors. The overall goodness-of-fit was assessed by *F* test. The *P-*values were adjusted for multiple testing by applying the false discovery rate (FDR) method. Three subsets of miRNAs were created, those significantly (FDR-adjusted *P*-value < 0.01) associated with PND, with group, and with both PND and group, while the goodness-of-fit FDR was <0.01.

Cecal content miRNA data analysis was performed in a similar manner but without adjusting for technical assay variation; PND-associated miRNAs were identified by FDR-adjusted *P*-value < 0.15, and PND- and group-associated miRNAs were identified by FDR-adjusted *P*-value < 0.25 while applying the model goodness-of-fit significance as an additional criterion.

For PND- and group-associated miRNAs subsets, heatmaps showing unsupervised hierarchical clustering (using Euclidean distance) of significantly changed miRNAs were created (pheatmap v1.0.8). Panel plots were generated to visualize the expression of the miRNAs across PNDs and groups interactions. All the analyses were performed in R v3.3.2 (42).

### Cecal microRNA-gene targets, Gene Ontology enrichment analysis, and regulatory network

The predicted miRNA-gene targets of the PND-associated, group-associated, and PND- and group-associated miRNAs were identified using miRWalk2.0 (43, 44). Gene targets supported by less than 9 of the 10 sources and targeted by less than 3 miRNAs (only for PND-associated and group-associated miRNAs) were removed. The gene targets were subjected to enrichment analysis across Gene Ontology biological processes, molecular functions, and cellular components, using the clusterProfiler package (v3.2.14) (45) (BH-adjusted *P*-value < 0.01); annotations were sorted by smallest to largest *q* value, then by largest to smallest gene count to reveal the top 10 annotations. The PND- and group-associated miRNAs, gene targets, and enriched ontologies were then connected to create a network that was visualized and analyzed using NAViGaTOR 3.0 (24). The final network was exported in SVG into Adobe Illustrator to finalize the legends and saved in 300 DPI PNG file format.

### Cecum and cecum content microRNA correlations

NanoString log_2_ normalized read counts or log_2_ miRNA copies (ddPCR data) were used for Pearson correlations using multiple testing-adjusted *P-*values (FDR < 0.1).

### Cecal and cecal content microRNA and cecal content microbiota correlations

Pairwise correlations between cecal miRNAs (log_2_ normalized read counts) and cecal content microbial taxa (relative abundance at L2–L6) and between cecal content miRNAs and cecal content microbial taxa (relative abundance at L2–L6) were assessed using the Kendall and Spearman formulas (significance at *P*-value < 0.05).

Significant associations identified (*T* ≥ 0.44, *P*-value < 0.05) were used to generate correlation networks. The correlation heatmaps were generated using ClustVis (46)(47).

## Data Availability

The raw 16S rRNA gene amplicon sequences were deposited in NCBI Sequence Read Archive (SRA) database under the accession number PRJNA670240. The raw miRNA reads were deposited in NCBI Gene Expression Omnibus (GEO) database under the accession number GSE149418

## SUPPLEMENTAL MATERIAL

Supplemental Figures msystems.00431-23-s0001.pdf Supplemental figures, related to Figures 1, 2, 3, and 4 in the text.

Supplemental Legends msystems.00431-23-s0002.docx Legends describing the supplemental figures and tables.

Table S1 msystems.00431-23-s0003.xlsx Complete list of cecal and cecal content miRNAs and Pearson correlations.

Table S2 msystems.00431-23-s0004.xlsx miRNA-gene targets for PND-, group-, and PND x group-associated miRNAs.

Table S3 msystems.00431-23-s0005.xlsx Enriched Gene Ontology (GO) annotations related to the PND-, group-, and PND x group-associated miRNAs.

Table S4 msystems.00431-23-s0006.xlsx miRNAs differently expressed in the probiotic group at earlier time points compared to the ones in the control group at later time points.

Table S5 msystems.00431-23-s0007.xlsx miRNA-microbiota Kendall correlations in cecal and cecal contents.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Intestinal microRNAs and bacterial taxa in juvenile mice are associated, modifiable by allochthonous lactobacilli, and affect postnatal maturation
**Source:** mSystems. 2023 Jul 18;8(4):e00431-23. doi: 10.1128/msystems.00431-23
**Supplement:** Supplemental Figures — , related to Figures 1, 2, 3, and 4 in the text.

Supplemental Figures

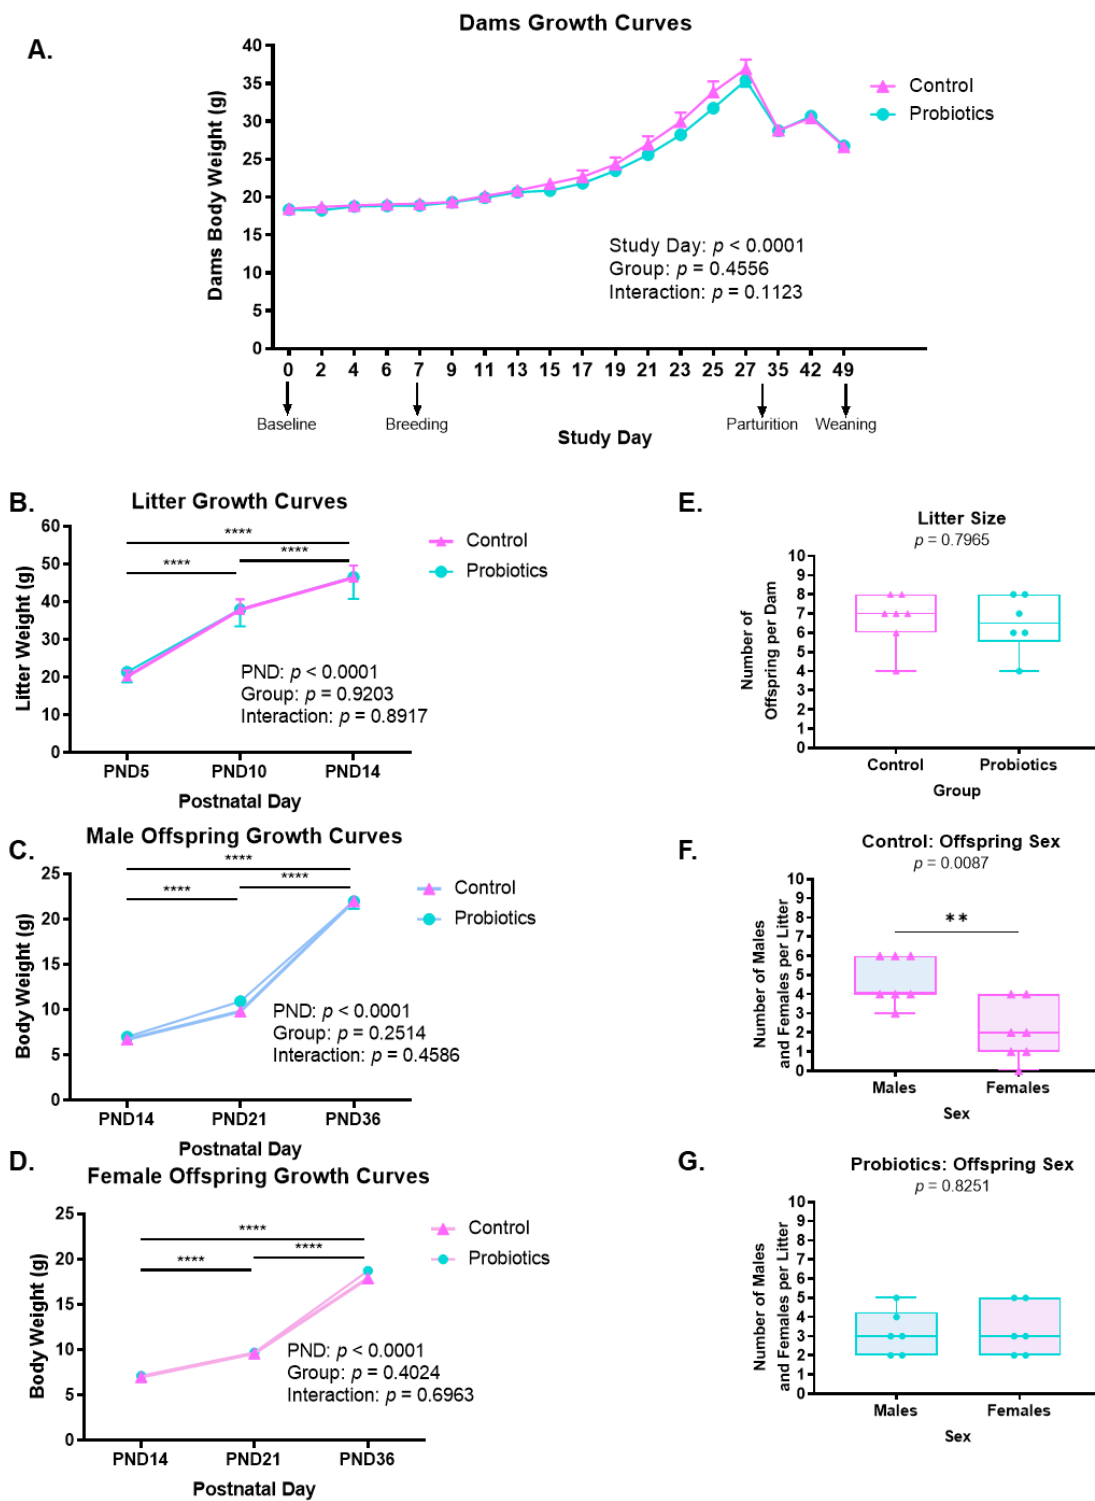

Figure S1. Probiotics have no Effect on Dam and Litter Characteristics. Related to Figure 1.

(A) Dams' body weight throughout the study (Mean $\pm$ SEM; $n = 6-7$ dams/group; Two-way mixed ANOVA and Bonferroni- adjusted p -value).

(B) Litter weight (Mean $\pm$ SEM; $n = 6-7$ litters/group, Two-way mixed ANOVA and Bonferroni- adjusted p -value; **** $p < 0.0001$).

(C-D) Male offspring (C) and female offspring (D) body weight growth curves (Mean $\pm$ SEM; $n = 4-13$ offspring/sex/PND/group and; Two-way ANOVA and Bonferroni- adjusted p -value; **** $p < 0.0001$).

(E) Litter size (Mean $\pm$ SEM; $n = 6-7$ litters/group; unpaired t -test with Welch's correction).

(F-G) Offspring sex for the control group (F) and probiotics group (G) (Mean $\pm$ SEM; $n = 6-7$ litters/group; Mann-Whitney U test, ** $p < 0.01$).

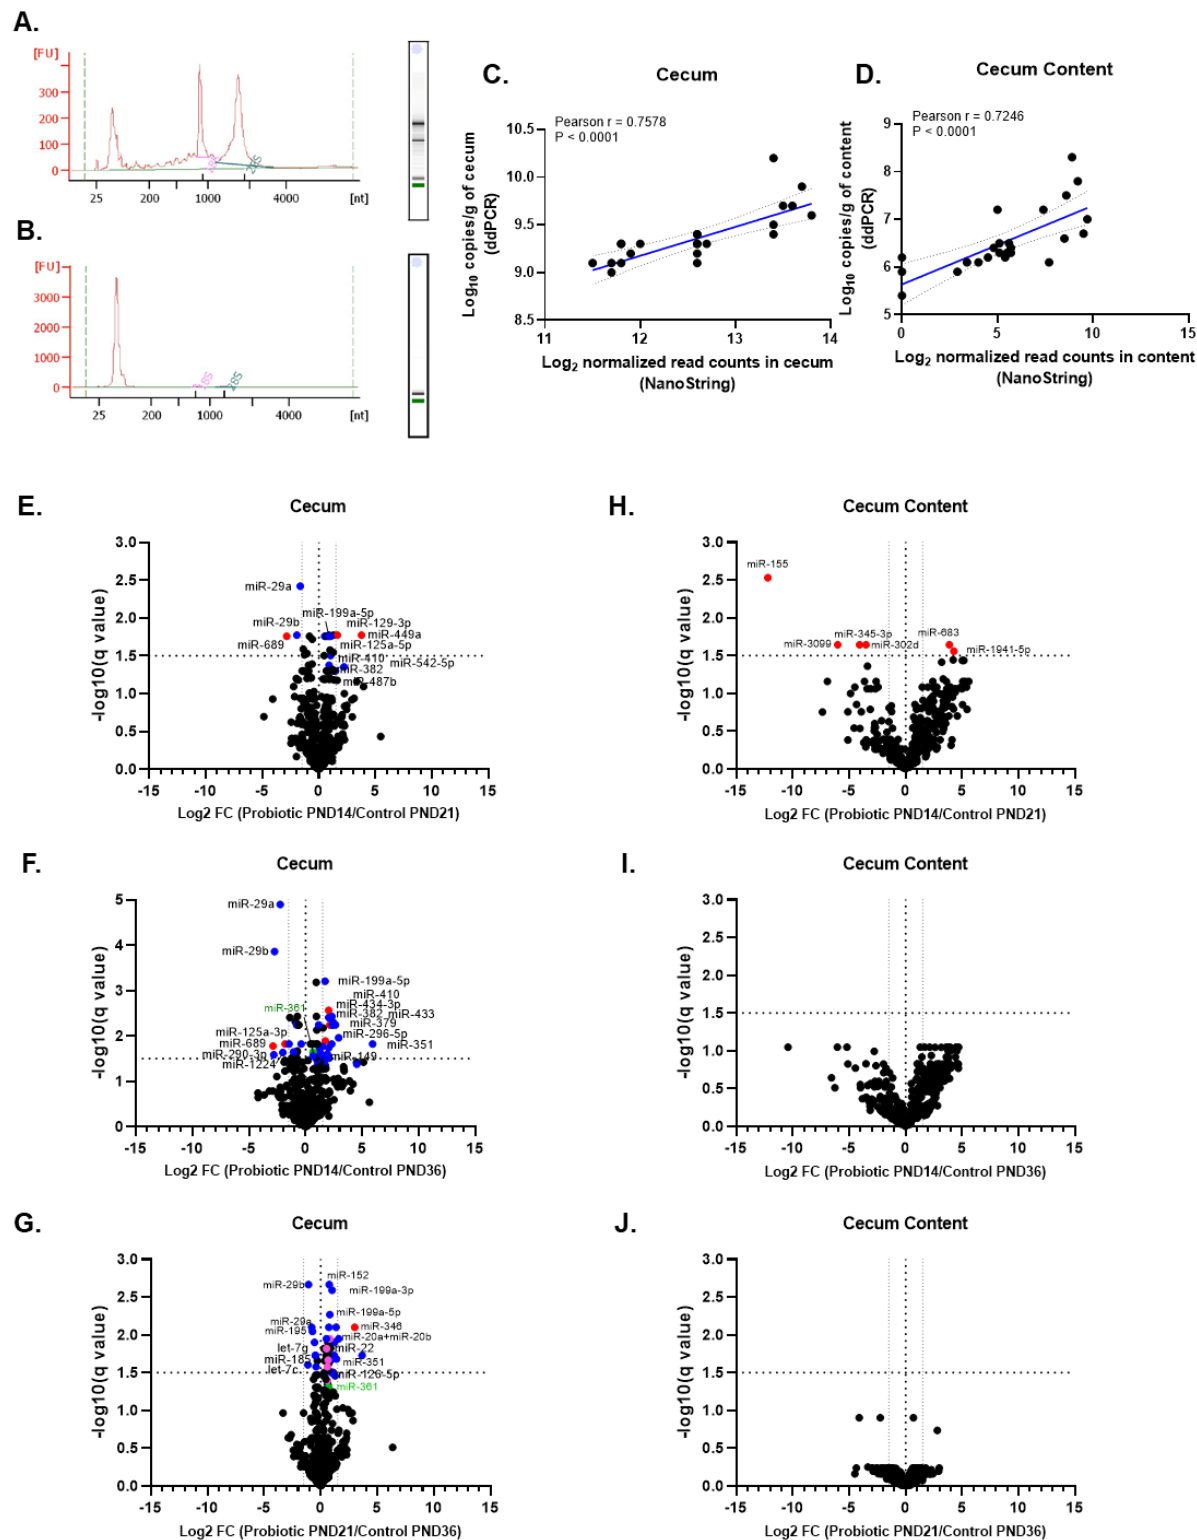

Figure S2. RNA Quality Control and miRNA expression analyses. Related to Figures 1 and

(A-B) Representative electropherograms of cecal (A) and cecal content (B) depicting 18S and 28S peaks for cecum only.

(C-D) Pearson correlations showing the significant associations between $\log_2$ normalized miR-199a-5p counts (NanoString) and $\log_2$ copies (ddPCR) per g of cecum (C) and cecal content (D). *p-value* < 0.0001

(E-J) Volcano plot of $\log_2$ fold change (FC) of miRNAs in probiotic groups at earlier time-points compared to later time-points in the control group. In cecum (E, F, G) and cecal content (H, I, J). Each dot represents one miRNA. The Blue, purple and green colors indicate PND-, Group- and PND*Groups-associated miRNAs, respectively. The red color shows significantly differently expressed miRNAs (not previously identified in figures 1 and 2). (Unpaired t-tests. FDR-adjusted *p-value* < 0.05).

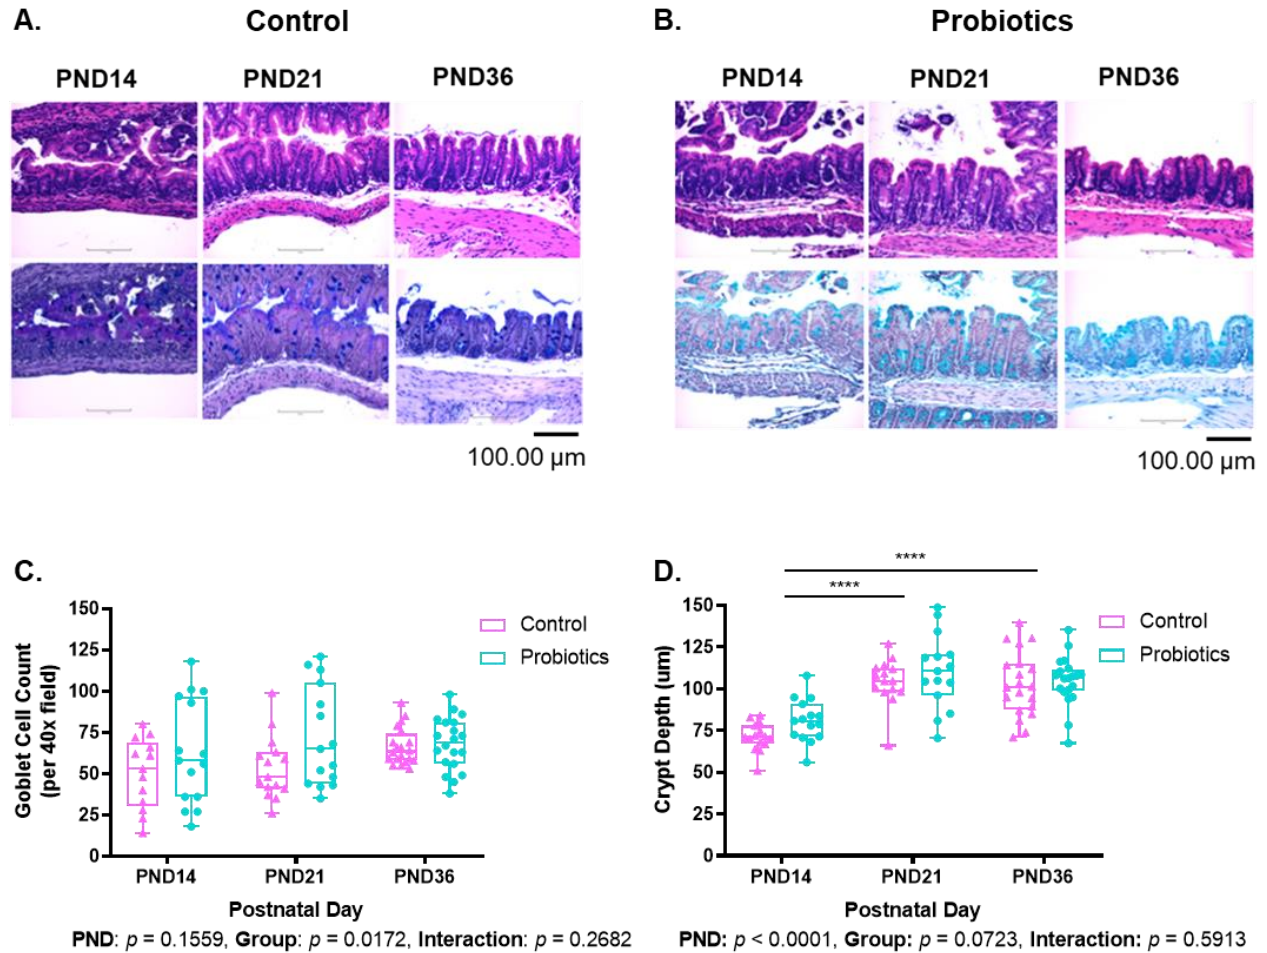

Figure S3. Epithelial Cell Proliferation Analysis. Related to Figure 2

(A-B) Representative H&E and AB/PAS staining images depicting cecal tissue architecture in control (A) and probiotics (B) group at PND14, PND21, and PND36. See Figure 2F.

(C-D) Mean $\pm$ SEM of goblet cell count/40x field (C) and crypt depth (D) ($n = 5$ replicates for 3-4 offspring/PND/group; Two-way ANOVA and Bonferroni-adjusted p -value; **** $p < 0.0001$). See Figure 2G.

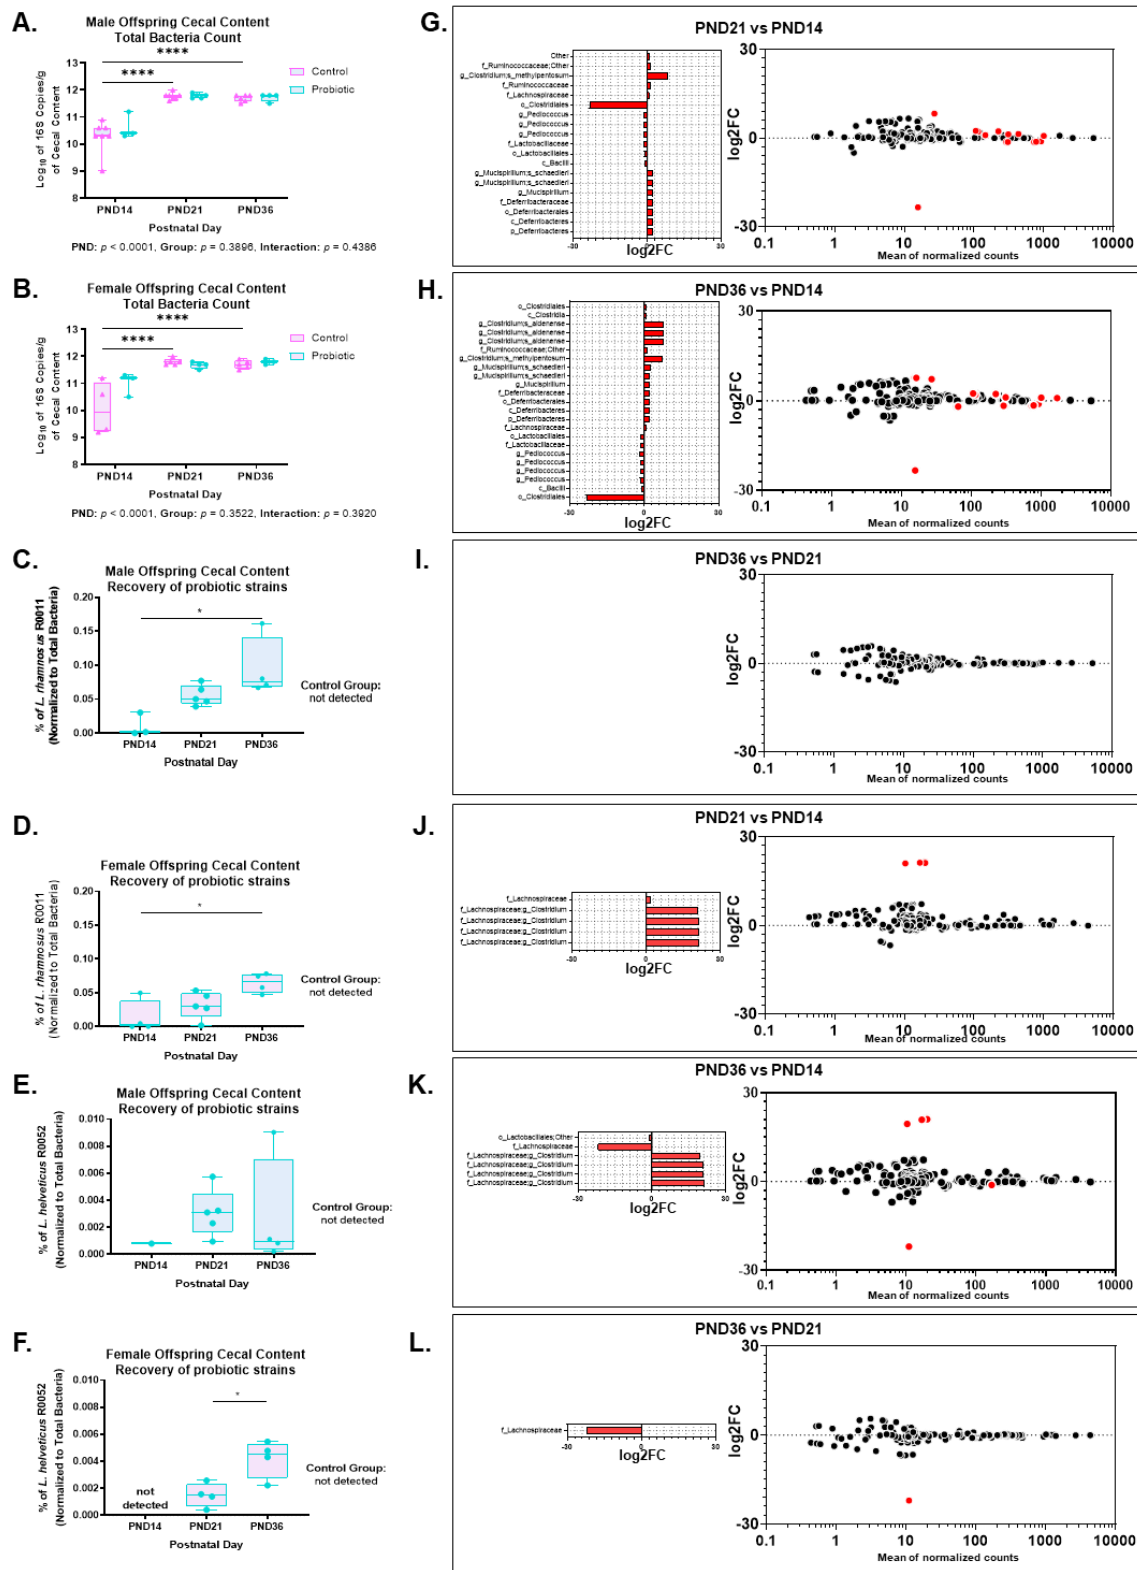

Figure S4. Probiotics Affect the Developing Gut Microbiota. Related to Figure 3

(A-B) Mean $\pm$ SEM of $\log_{10}$ CFU/g of cecal content of total bacteria for male offspring ($n = 3-7$ male offspring/PND/group (A), and female offspring ($n = 3-5$ female offspring/PND/group) (B) (Two-way ANOVA and Bonferroni-adjusted p -value; *** $p < 0.001$, **** $p < 0.0001$).

(C-D) Mean $\pm$ SEM of *L. rhamnosus* R0011 as a percentage of total bacteria for male offspring ($n = 3-5$ male offspring/PND/group) (C), and female offspring ($n = 4-5$ female offspring/PND/group) (D). Each dot represents individual offspring (Kruskal-Wallis test and Dunn's-adjusted p -value; * $p < 0.05$, *** $p < 0.001$). The strain was not detected in control samples.

(E-F) Mean $\pm$ SEM of *L. helveticus* R0052 as a percentage of total bacteria for male offspring ($n = 1$ male offspring for PND14 and $n = 4-5$ male offspring for PND21 and PND36 for probiotics) (E), and female offspring ($n = 0$ female offspring for PND14 and $n = 4$ female offspring for PND21 and PND36 for probiotics) (F). Each dot represents individual offspring (Female offspring in panel F were analyzed using unpaired t -test with Welch's correction; * $p < 0.05$. Male offspring in panel E were analyzed using Kruskal-Wallis test). Female offspring at PND14 and control samples were not detected for this strain.

(G-H-I-J-K-L) Pairwise comparison using DeSeq2 analysis between the developmental ages in the control (G-H-I) and probiotic (J-K-L) groups.

The right panels show the MA-plots of the $\log_2$ fold changes over the mean of normalized OTU counts. Red refers to the significantly differently abundant OTUs (Adjusted p -value < 0.005). Left panels show the $\log_2$ fold changes of OTUs identified in the MA-plots as significantly changing at PND21 vs PND14, PND36 vs PND14, and PND36 vs PND21 in the control and probiotic groups.

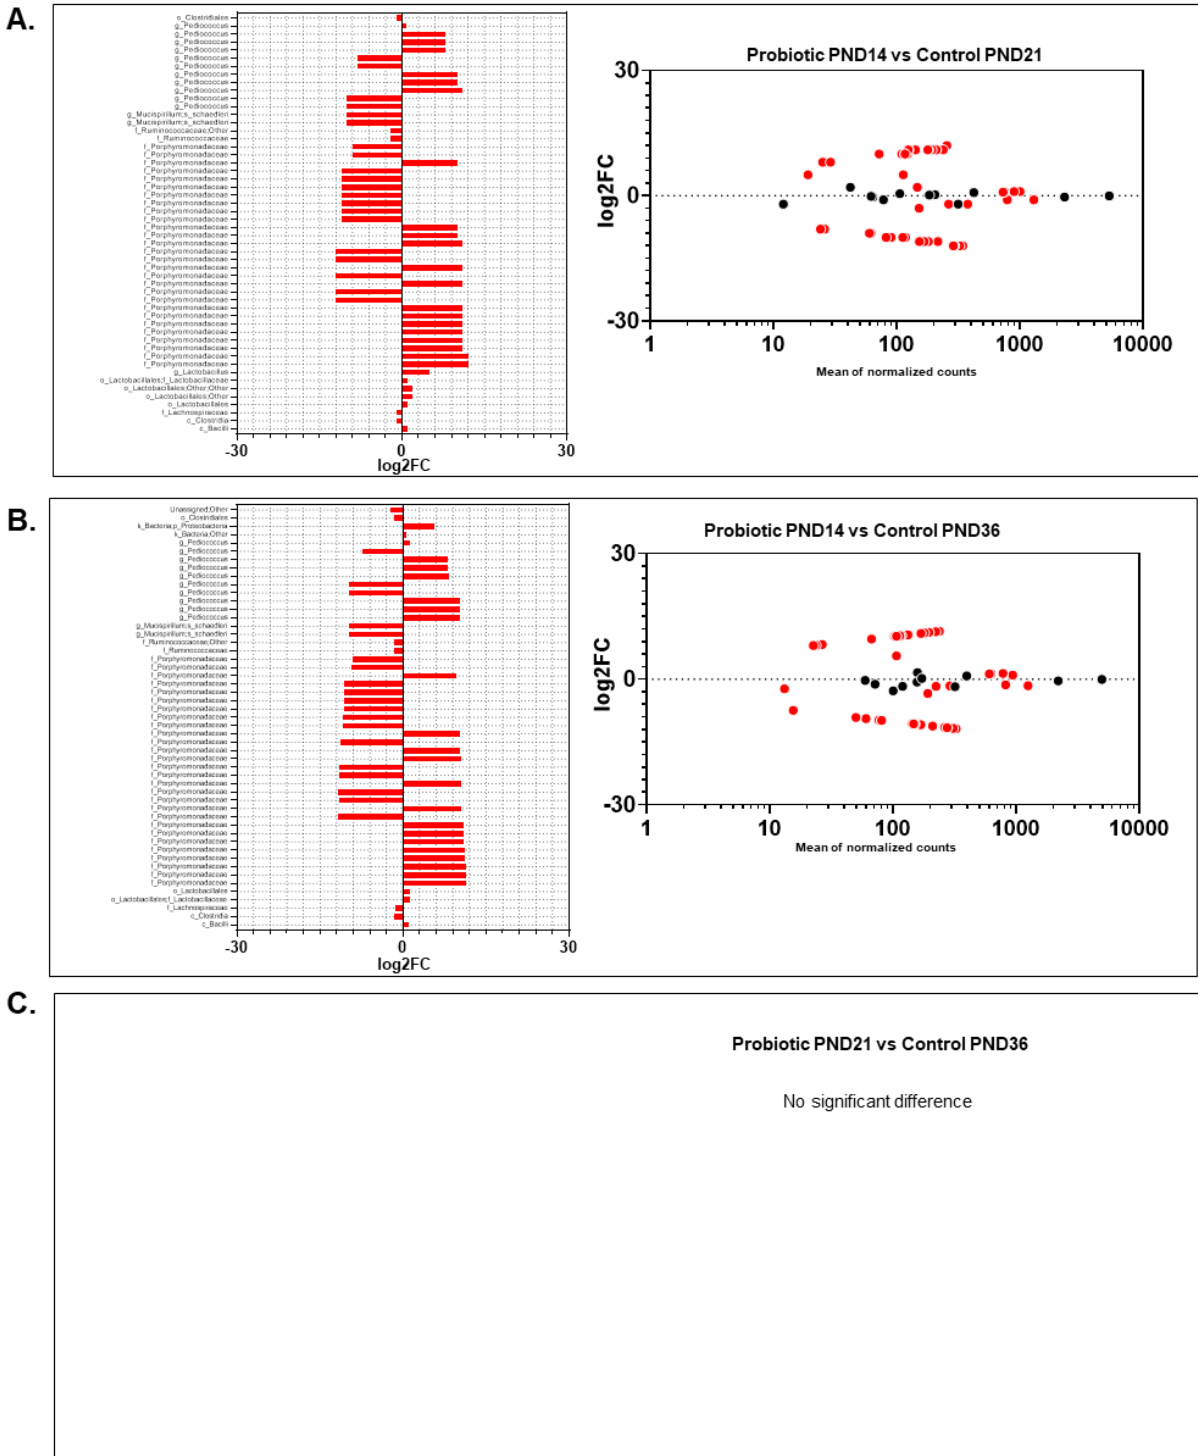

Figure S5. Probiotics contribute to the maturation of the microbiota. Related to Figure 3 and Figure S6

(A-C) Differential relative abundance analysis of the microbiota composition between probiotic treated pups at earlier time-points and that of the control group at later time-points, using DESeq2

functions. The right panels show the MA-plots of the log₂ fold changes over the mean of normalized OTU counts. Red dots indicate the significantly differently abundant OTUs (Adjusted *p-value* < 0.005). Left panels show the log₂ fold changes of OTUs identified in the MA-plots as significantly changed in probiotic group compared to the control group at PND14 (probiotic) vs PND21 (control) (A) and PND21 (probiotic) vs PND36 (control) (B)

significant changes. Red edges indicate negative correlation (in both groups), black edges indicate positive correlation (in both groups), while the blue parallel lines refer to correlations antagonized by probiotics. The association networks were visualized using Cytoscape 3.7.1 (49) (C-D) Heatmaps showing the correlations that are disrupted by probiotics in cecum (C) and content (D), with miRNAs in rows (Control (C) and Probiotic (P) groups) and bacterial taxa in columns. The orange color in the heatmap indicates positive and the blue color indicates negative correlation ($T \geq 0.44$, p-value < 0.05).

# Supplementary material for: Intestinal microRNAs and bacterial taxa in juvenile mice are associated, modifiable by allochthonous lactobacilli, and affect postnatal maturation
**Source:** mSystems. 2023 Jul 18;8(4):e00431-23. doi: 10.1128/msystems.00431-23
**Supplement:** Supplemental Legends — Legends describing the supplemental figures and tables.

**SUPPLEMENTAL LEGENDS**

**Supplemental Figures**

**Figure S1. Probiotics have no Effect on Dam and Litter Characteristics. Related to Figure 1.**

(A) Dams’ body weight throughout the study (Mean ± SEM; *n* = 6-7 dams/group; Two-way mixed ANOVA and Bonferroni- adjusted *p*-value).

(B) Litter weight (Mean ± SEM; *n* = 6-7 litters/group, Two-way mixed ANOVA and Bonferroni- adjusted *p-value*; **** *p* < 0.0001).

(C-D) Male offspring (C) and female offspring (D) body weight growth curves (Mean ± SEM; *n* = 4-13 offspring/sex/PND/group and; Two-way ANOVA and Bonferroni- adjusted *p-value*; **** *p* < 0.0001).

(E) Litter size (Mean ± SEM; *n* = 6-7 litters/group; unpaired *t*-test with Welch’s correction).

(F-G) Offspring sex for the control group (F) and probiotics group (G) (Mean ± SEM; *n* = 6-7 litters/group; Mann-Whitney *U* test, ** *p* < 0.01).

**Figure S2. RNA Quality Control and miRNA expression analyses. Related to Figures 1 and 2**

(A-B) Representative electropherograms of cecal (A) and cecal content (B) depicting 18S and 28S peaks for cecum only.

(C-D) Pearson correlations showing the significant associations between log_2_ normalized miR-199a-5p counts (NanoString) and log_2_ copies (ddPCR) per g of cecum (C) and cecum content (D). *p-value* < 0.0001

(E-J) Volcano plot of log_2_ fold change (FC) of miRNAs in probiotic groups at earlier time-points compared to later time-points in the control group. In cecum (E, F, G) and cecum content (H, I, J). Each dot represents one miRNA. The Blue, purple and green colors indicate PND-, Group- and PND*Groups-associated miRNAs, respectively. The red color shows significantly differently expressed miRNAs (not previously identified in figures 1 and 2). (Unpaired t-tests. FDR-adjusted *p-value* < 0.05).

**Figure S3. Epithelial Cell Proliferation analysis. Related to Figure 2**

(A-B) Representative H&E and AB/PAS staining images depicting cecal tissue architecture in control (A) and probiotics (B) group at PND14, PND21, and PND36. See Figure 2F.

(C-D) Mean ± SEM of goblet cell count/40× field (C) and crypt depth (D) (*n* = 5 replicates for 3-4 offspring/PND/group; Two-way ANOVA and Bonferroni-adjusted *p-value*; **** *p* < 0.0001). See Figure 2G.

**Figure S4. Probiotics Affect the Developing Gut Microbiota. Related to Figure 3**

(A-B) Mean ± SEM of log_10_ CFU/g of cecal content of total bacteria for male offspring (*n* = 3-7 male offspring/PND/group (A), and female offspring (*n* = 3-5 female offspring/PND/group) (B) (Two-way ANOVA and Bonferroni-adjusted *p-value*; ****p* < 0.001, **** *p* < 0.0001).

(C-D) Mean ± SEM of *L. rhamnosus* R0011 as a percentage of total bacteria for male offspring (*n* = 3-5 male offspring/PND/group) (C), and female offspring (*n* = 4-5 female offspring/PND/group) (D). Each dot represents individual offspring (Kruskal-Wallis test and Dunn’s-adjusted *p-value*; * *p* < 0.05, ****p* < 0.001). The strain was not detected in control samples.

(E-F) Mean ± SEM of *L. helveticus* R0052 as a percentage of total bacteria for male offspring (*n* = 1 male offspring for PND14 and *n* = 4-5 male offspring for PND21 and PND36 for probiotics) (E), and female offspring (*n* = 0 female offspring for PND14 and *n* = 4 female offspring for PND21 and PND36 for probiotics) (F). Each dot represents individual offspring (Female offspring in panel F were analyzed using unpaired *t*-test with Welch’s correction; * *p* < 0.05. Male offspring in panel E were analyzed using Kruskal-Wallis test). Female offspring at PND14 and control samples were not detected for this strain.

(G-H-I-J-K-L) Pairwise comparison using DeSeq2 analysis between the developmental ages in the control (G-H-I) and probiotic (J-K-L) groups.

The right panels show the MA-plots of the log2 fold changes over the mean of normalized OTU counts. Red refers to the significantly differently abundant OTUs (Adjusted *p*-value < 0.005). Left panels show the log2 fold changes of OTUs identified in the MA-plots as significantly changing at PND21 vs PND14, PND36 vs PND14, and PND36 vs PND21 in the control and probiotic groups.

**Figure S5. Probiotics contribute to the maturation of the microbiota. Related to Figure 3 and Figure S6**

(A-C) Differential relative abundance analysis of the microbiota composition between probiotic treated pups at earlier time-points and that of the control group at later time-points, using DESeq2 functions. The right panels show the MA-plots of the log2 fold changes over the mean of normalized OTU counts. Red dots indicate the significantly differently abundant OTUs (Adjusted *p-value* < 0.005). Left panels show the log2 fold changes of OTUs identified in the MA-plots as significantly changed in probiotic group compared to the control group at PND14 (probiotic) vs PND21 (control) (A) and PND21 (probiotic) vs PND36 (control) (B)

**Figure S6. Probiotics Affect the MiRNA-Microbiota Relationship. Related to Figure 4**

(A-B) MiRNA-taxon correlation pairs in the cecum (A) and the content (B), showing a site-specific association miRNA-bacteria. Nodes colors refer to the age-associated miRNA and/or taxa significant changes. Red edges indicate negative correlation (in both groups), black edges indicate positive correlation (in both groups), while the blue parallel lines refer to correlations antagonized by probiotics. The association networks were visualized using Cytoscape 3.7.1 ([49](#_ENREF_49))

(C-D) Heatmaps showing the correlations that are disrupted by probiotics in cecum (C) and content (D), with miRNAs in rows (Control (C) and Probiotic (P) groups) and bacterial taxa in columns. The orange color in the heatmap indicates positive and the blue color indicates negative correlation (*T* ≥0.44, p-value <0.05).

**Supplemental Tables**

**Table S1.** Complete list of cecal and cecal content miRNAs and Pearson correlations

**Table S2.** MiRNA-gene targets for PND-, group-, and PND x group-associated miRNAs

**Table S3.** Enriched Gene Ontology (GO) annotations related to the PND-, group-, and PND x group-associated miRNAs

**Table S4.** miRNAs differently expressed in the probiotic group at earlier time-points compared to the ones in the control group at later time-points

**Table S5.** miRNA-microbiota Kendall correlations in cecal and cecal contents

How the deposited data were processed for this re-analysis (not part of the article)

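The deposited values were raw counts of color-coded barcodes per probe from the nCounter Mouse v1.5 miRNA assay (probes after miRBase version 15, 100 ng of total RNA), with 1 file for each of 48 samples, 24 ceca and the contents of the same 24 male pups. Per the methods, the authors had the counts read by a service center, and the software that wrote the files and its version are not given in the sources used here. The files hold no normalization by the authors, who normalized the counts with NanoStringNorm for their own tests. For 4 probes the probe name gives a correction factor for carry-over from the positive controls. The sources used here do not state whether the authors applied it, but only forms with it applied came close to the mean levels of Table S1. The factor was not applied in the values reported unless stated. The files give no genome build, and no coordinates are reported.

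Samples were assigned to site, age, group and litter from the submitters' labels and the methods. Dams were given to 1 group each, so that a dam number that occurs in both groups stands for different dams, and litters are named by group and number (C10, P10). Deviations of pups from their group and age means had a mean correlation of 0.295 between littermates in the cecum and 0.129 in the content. Between pups of different groups with the same dam number it was 0.0220 and 0.100 (-0.00300 and -0.0150 for other pairs), with 6 and 10 of 18 pairs over 0.1. Of the littermate pairs 15 and 9 of 19 lay over 0.1, so that these counts cannot decide, least of all in the content. The dam number was not taken to pair the pups because each dam had 1 group. The consensus correlation within litters was 0.0876 in the cecum and -0.0640 in the content. Within a site no pair of samples differed by less than the sampling noise (lowest chi-square per degree of freedom 13.8 in the cecum and 45.2 in the content). Ages were PND14, PND21 and PND36, with 7, 9 and 8 pups.

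Tests on counts used edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) with the total of the 566 mouse miRNA counts as library size. A miRNA was tested where its count exceeded the mean + 2 SD of the sample's negative controls in at least 3 samples of the site, which kept 291 cecal and 290 content miRNAs. Of 33 viral probes 4 and 6 passed the same limit, and they entered no test. That limit lay between 21.6 and 102 counts in the ceca and between 25.9 and 77.3 in the contents. A count over it is called above background here, a comparison per group that was added after the data were seen. Where no pup of the lower group was above background, a fold is given as at least the mean of the higher group over that of the lower group with the limit in place of smaller values, and where few pups were, their number is given in place of a fold. Change with PND was fitted as a slope per day with litter as a block, group with PND as a number, litter within group with PND and group, and the interaction of PND and group in a fit of its own. The comparisons of probiotics pups with control pups of another or the same age were contrasts of 6 group means over the 24 samples of a site. Adjusted p (Benjamini-Hochberg) had to lie under 0.01 in the cecum and, in the content, under 0.15 for PND and under 0.25 for group and for PND and group, as in the methods, and under 0.05 for litter, the interaction and the comparisons across ages. The methods name PND a nominal variable and report 1 coefficient per day, and 3 nominal ages were an alternative.

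The methods' own regression (PND, group and dam number on log2 normalized values, sequential tests, goodness of fit past the same threshold) and the methods' t-test were alternatives. The normalization for these, for limma trend, for the correlations and for the rank of miR-199a-5p was chosen after the values were seen. In each site 12 forms were computed, which differed in the technical scaling, in whether viral probes entered the total and in whether the probe factors were applied, and 1 of the 2 forms closest to the mean levels of Table S1 was used, which differ only in whether viral probes enter the total. It scales by the geometric mean of the positive controls at both sites and applies the probe factors, whereas the methods name the geometric mean across all probes for the cecum and no such scaling for the content. In the form used, the largest difference from Table S1 was log2 0.00100 in the cecum and 0.00200 in the content, and in the form as the methods write it was 4.87 and 3.62, or 0.0220 and 0.0340 with the probe factors applied to that form. Since the form used was selected on Table S1, its nearness to the paper's counts is not independent evidence. Over the 12 forms the methods' regression called 57 to 58 miRNAs for PND and 17 to 19 for group in the cecum, and 5 for PND in each form and 3 to 4 for group in the content.

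The 15 lists of miRNAs (smooth muscle, intestinal epithelium, let-7 family, Dlk1-Dio3 cluster, miR-322/450 cluster, miR-17-92 family clusters, mesenchyme, immune cells, red cells, neurons, miR-29 family, milk, liver, pancreas and skeletal muscle) and the rule for named miRNAs were fixed before the data were examined and after the paper's tables and figures had been seen. Named were the miRNAs that the paper names in its text or in Fig. 1D and Fig. 2A to D for a comparison, the 6 largest rises and the 6 largest falls among those past the threshold, and 2 to 4 members of each list. Lists were tested with limma 3.58.1 (camera, preset correlation 0.01 and estimated correlation). Values of 1 measure were compared by exact tests over the 210 ways to call 4 of the 10 litters control, profiles by permutation within litters, and cecum with content by permutation tests (100000 permutations). The slopes with PND of the 2 sites were compared by limma on the differences of log2(CPM + 1) between content and cecum of each pup, with litter as a block and an adjusted p under 0.05, a test that was added after the data were seen.

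The tests for PND, group and litter and the comparison of probiotics PND14 with control PND21 were run on simulated counts drawn from the means and library sizes of these samples, and the interaction and the other comparisons were not. With no change simulated, 0 miRNAs were called in edgeR for PND, group and the first comparison across ages in either site. The spread was estimated with litter in the fit, and outside the litter test no differences between litters were simulated. Thus the simulations for group do not cover pups that resemble their littermates. Of miRNAs changed 2-fold, 90.2% were recovered for PND and 100% for group in the cecum. In the content 48.8% and 83.7% were recovered, with 11.1% of unchanged miRNAs also called for group. For probiotics PND14 against control PND21, 91.7% of the 2-fold changes were recovered in the cecum, and in the content 0% of these and 33.3% of the 4-fold changes. In these simulations the changes were placed outside the 30 most abundant miRNAs. That restriction was made after a first simulation with changes at any abundance gave many false calls for group in the cecum. Over 20 simulations without it, a median of 1% and at most 78% of unchanged miRNAs were called for group in the cecum with total counts, against 0.200% and 1.90% with TMM factors, and 11.9% and 50.6% in the content, against 8.40% and 12.6% with TMM factors. A change in an abundant miRNA can thus move the others when counts are scaled by their total.

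Alternatives fixed before the data were examined were TMM factors, DESeq2 1.42.0, housekeeping scaling, other filters, subtraction of the negative controls, limma with trend, other codings of PND, dam and litter, fits on only the groups compared, the methods' procedures, other measures of correlation, distance and expression, and leaving out each sample in turn. Probe correction factors, the positive-control set as a block (in the cecum, the ratio of positive controls B and A split the samples into sets of 12 and 12), both outlying contents left out with total counts and with TMM factors, the normalization as the methods write and litter within group in the methods' regression were added after the data were seen. The cartridge was to be a block, and it was not run because the files do not name it. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The microbiota, the ddPCR of miR-199a-5p, the histology and the predicted targets were not analysed here.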

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

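The comparison of control probes between the groups, the check of single samples and the fit with the positive-control set as a block were chosen after the data were seen, and the test of the called miRNAs against the ligation controls was written before its result was seen.

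In the content, miR-7a had 927 normalized counts in the control pup of litter C20 at PND14, far from the other 3 control pups of that age (318 to 398). It was the only one of 50 groups of total counts and named miRNAs with a sample that far apart, where chance gives about 1 in 20.

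In the ceca, ligation control B had 40.1% of the counts of control A with probiotics and 32.8% in controls (exact p = 0.00476, the smallest that the 210 splits of litters can give, adjusted exact p = 0.0571 over 36 measures of control probes, which misses 0.05), a signal in control probes that the paper does not report on. The 22 miRNAs called between the groups moved with this ratio within groups in the direction of their difference, with a mean signed correlation of 0.196, 19 of 22 above 0 and a one-sided permutation p of 0.0466, so that a difference in the ligation step may account for part of the calls and stays open. The positive-control sets, which hold 6 control and 6 probiotics ceca each, are argued against as the cause, since 18 miRNAs passed with the set as a block. The probiotic treatment itself also stays open, as untested.

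Housekeeping counts per positive-control count in the ceca were 0.406 with probiotics and 0.240 in controls (exact p = 0.0191, adjusted exact p = 0.0857), and negative control B had 90.0 and 46.6 counts per 100000 positive-control counts (exact p = 0.00476, adjusted exact p = 0.0571).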

How the results depend on the processing

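Tests chosen only after the data were seen were the probe correction factors, the positive-control set as a block, both omissions of the outlying contents and the methods' regression on values normalized as the methods write or with litter within group. The cecal PND calls stayed between 81 and 161 over the settings run except the forms of the methods' regression (58, 57 normalized as the methods write and 45 with litter within group). With TMM factors 93 of the 108 cecal PND calls, 19 of the 22 cecal group calls and 21 of the 103 content group calls were shared, and with DESeq2 101, 21 and 34. Over the named miRNAs and all settings, 7086 values kept their side of the threshold, 56 of them with a changed sign and without passing in either fit, 764 lost and 118 gained significance, and 22 changed sign and passed in edgeR or in that setting. In the contents 0% of 2-fold and 33.3% of 4-fold changes simulated between probiotics PND14 and control PND21 were recovered, against 91.7% and 100% in the ceca, and whether depth or spread set this was not tested. The cartridge as a block was not run because the files do not name it. Fits on fewer miRNAs or samples differ in what they test, and otherwise the cause was not tested.

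The numbers of miRNAs called that moved by over 1.5 times follow by setting, with comparisons across ages written as the probiotics age vs the control age. TMM factors gave in the cecum 2 for PND14 vs control PND14, 10 for PND36 vs control PND36 and 1 for PND and group, and in the content 34 for group, 4 for litter, 43 for PND14 vs control PND21, 1 for PND21 vs control PND36, 0 (73 at an unadjusted p under 0.05) for PND14 vs control PND14, 1 for PND21 vs control PND21 and 5 for PND and group. DESeq2 gave in the cecum 34 for group, 30 for litter, 19 for PND14 vs control PND14, 25 for PND21 vs control PND21 and 7 for PND and group, and in the content 56 for PND, 64 for group, 17 for litter, 1 for the interaction, 13 for PND21 vs control PND36, 43 for PND14 vs control PND14 and 8 for PND21 vs control PND21. Housekeeping scaling gave in the cecum 49 for group, 13 for litter, 0 (27 at an unadjusted p under 0.05) for PND14 vs control PND14, 115 for PND36 vs control PND36 and 7 for PND and group, and in the content 8 for PND, 53 for group, 4 for litter, 167 for PND14 vs control PND21, 113 for PND14 vs control PND36, 166 for PND14 vs control PND14 and 4 for PND and group. No filter gave in the cecum 0 (75 at an unadjusted p under 0.05) for PND14 vs control PND14 and 1 for PND and group, and in the content 19 for PND, 359 for group, 121 for PND14 vs control PND21, 227 for PND14 vs control PND36, 1 for PND21 vs control PND36 and 225 for PND14 vs control PND14. The filter in 12 samples gave in the content 19 for PND, 45 for group, 27 for PND14 vs control PND21, 11 for PND14 vs control PND36, 2 for PND14 vs control PND14 and 3 for PND and group. Background subtracted gave in the content 18 for PND, 7 for group, 9 for PND14 vs control PND21, 5 for PND14 vs control PND36, 0 (15 at an unadjusted p under 0.05) for PND14 vs control PND14 and 0 for PND and group. Limma trend gave in the cecum 3 for PND14 vs control PND14, and in the content 38 for group, 30 for PND14 vs control PND21, 16 for PND14 vs control PND36, 2 for PND14 vs control PND14 and 2 for PND and group. No replicate block gave in the content 67 for PND and 40 for PND and group. The replicate block by dam number gave in the cecum 2 for group, 8 for PND14 vs control PND14, 7 for PND21 vs control PND21, 0 (26 at an unadjusted p under 0.05) for PND36 vs control PND36 and 0 for PND and group, and in the content 1 for group, 6 for PND14 vs control PND21, 1 for PND14 vs control PND36, 0 (40 at an unadjusted p under 0.05) for PND14 vs control PND14, 1 for PND21 vs control PND21 and 0 for PND and group. 3 nominal ages gave in the cecum 38 for group and 23 for PND and group, and in the content 20 for PND and group. Counts summed per litter, in a fit without PND, gave in the cecum 0 (56 at an unadjusted p under 0.05) for group and 0 for PND and group, and in the content 0 (39 at an unadjusted p under 0.05) for group and 0 for PND and group. Only the 2 groups in the fit gave in the cecum 0 (37 at an unadjusted p under 0.05) for PND14 vs control PND14, 15 for PND21 vs control PND21 and 26 for PND36 vs control PND36, and in the content 106 for PND14 vs control PND21, 1 for PND21 vs control PND36 and 0 (18 at an unadjusted p under 0.05) for PND14 vs control PND14. The methods' regression gave in the cecum 58 for PND, and in the content 5 for PND, 4 for group and 1 for PND and group. The methods' t-test gave in the cecum 41 for PND14 vs control PND21, 87 for PND14 vs control PND36, 0 (28 at an unadjusted p under 0.05) for PND14 vs control PND14, 0 (58 at an unadjusted p under 0.05) for PND21 vs control PND21 and 2 for PND36 vs control PND36, and in the content 4 for PND14 vs control PND21, 0 (54 at an unadjusted p under 0.05) for PND14 vs control PND36 and 0 (8 at an unadjusted p under 0.05) for PND14 vs control PND14. The positive-control set as a block gave in the cecum 3 for PND14 vs control PND14 and 18 for PND21 vs control PND21. Both outlying contents left out gave in the content 81 for PND, 106 for PND14 vs control PND36, 15 for PND21 vs control PND36, 0 (44 at an unadjusted p under 0.05) for PND14 vs control PND14 and 34 for PND and group. TMM factors and both outlying contents left out gave in the content 5 for group, 37 for PND14 vs control PND21, 25 for PND14 vs control PND36, 3 for PND21 vs control PND36, 0 (28 at an unadjusted p under 0.05) for PND14 vs control PND14, 1 for PND21 vs control PND21 and 1 for PND and group. The methods' regression on values normalized as the methods write gave in the cecum 57 for PND, and in the content 5 for PND, 4 for group and 2 for PND and group. The methods' regression with litter within group gave in the cecum 45 for PND and 6 for PND and group, and in the content 0 (104 at an unadjusted p under 0.05) for PND, 0 (50 at an unadjusted p under 0.05) for group and 0 for PND and group.

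The lists of miRNAs that stood apart numbered 0 in place of 1 for group in the cecum with housekeeping scaling, and 1 with no filter, 4 with background subtracted and 2 with limma trend in place of 0 for group in the content (edgeR counts, limma's camera). The miRNAs correlated between cecum and content numbered 31 by Spearman's correlation, 4 with values centered on age and group and 32 among miRNAs tested at both sites, in place of 19. Above the mean + 2 SD of the negative controls, 282 miRNAs were shared in 1 sample, and in 3 samples 291 were above it in the cecum, 290 in the content and 229 at both.

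The dam number as a replicate block changed the calls as given above, from 22 to 2 for group in the cecum and from 103 to 1 in the content, and no replicate block for PND gave 109 in the cecum and 67 in the content. By the methods each dam had 1 group, so pups of different groups with the same dam number were taken to come from different dams. Their mean correlation was 0.0220 in the cecum and 0.100 in the content, against 0.295 and 0.129 between littermates.

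Named miRNAs that changed sign and passed in edgeR or in that setting were all in group comparisons, in the content unless stated. MiR-137 did not pass with total counts (log2 0.012, adjusted p = 0.989, edgeR), and its adjusted p was 0.240 in edgeR with TMM factors, 0.118 in DESeq2, 0.206 in edgeR with housekeeping scaling and 0.199 in limma. TMM factors put miR-200b at -0.24, miR-25 at -0.015 and miR-137 at -0.48. DESeq2 put miR-200b at -0.20 and miR-137 at -0.46. Housekeeping scaling put miR-361 at -0.079 in the cecum. Housekeeping scaling put miR-133a at -0.18, miR-375 at -0.28, miR-200b at -0.88, let-7d at -0.34, let-7g at -0.48, miR-433 at -0.0063, miR-322 at -0.034, miR-20a+miR-20b at -0.42, miR-25 at -0.64, miR-199a-3p at -0.21, miR-137 at -0.98, miR-29a at -0.36 and miR-146b at -0.11. Limma trend put miR-137 at -1.39. The replicate block by dam number put miR-1937a+miR-1937b at 0.047. The methods' regression put miR-1937a+miR-1937b at 0.10.

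Leaving out 1 pup (C, control, and P, probiotics, with the litter's number) moved these counts by over 1.5 times. Cecum PND14 vs control PND14 went from 0 to 14 (0 without C11 at PND14 and P16 at PND14, 3 without C10 at PND14 and P20 at PND36, 10 without P11 at PND14, 14 without C20 at PND14). Cecum PND21 vs control PND21 went from 1 to 28 (1 without C19 at PND21 and P20 at PND21, 8 without C20 at PND14, C20 at PND21 and P10 at PND21, 13 without P16 at PND14, 21 without C19 at PND14, 28 without C10 at PND14). Cecum PND36 vs control PND36 went from 0 to 27 (0 without C10 at PND36, 5 without P21 at PND36, 7 without P20 at PND36, 8 without C19 at PND36, 10 without C11 at PND36 and C20 at PND36, 27 without C10 at PND14). Cecum PND and group went from 1 to 6 (1 without P16 at PND36, C19 at PND36 and P17 at PND36, 5 without P11 at PND21, 6 without C10 at PND14 and P11 at PND14). Cecum litter went from 3 to 8 (3 without P10 at PND14, 8 without P11 at PND21). Cecum group went from 14 to 28 (14 without C19 at PND36). Content PND went from 2 to 84 (2 without C10 at PND14, C10 at PND36 and C20 at PND14, 17 without P16 at PND14, 18 without C11 at PND14, 84 without C19 at PND14). Content PND14 vs control PND14 went from 0 to 59 (0 without C10 at PND14, P11 at PND14 and P16 at PND14, 9 without C11 at PND21, 13 without C10 at PND21, C10 at PND36, P11 at PND21, P16 at PND36, P21 at PND36, C20 at PND21, C20 at PND36, P17 at PND21 and P20 at PND36, 15 without P16 at PND21 and P17 at PND36, 40 without C20 at PND14, 59 without C11 at PND14). Content PND and group went from 3 to 40 (3 without C10 at PND36, 4 without C10 at PND14, 6 without C11 at PND14, 7 without P11 at PND14 and P16 at PND14, 40 without C19 at PND14). Content PND14 vs control PND21 went from 9 to 116 (9 without C10 at PND21 and C20 at PND21, 10 without C11 at PND21 and P16 at PND14, 20 without C19 at PND21, 26 without P11 at PND14, 116 without C19 at PND14). Content PND14 vs control PND36 went from 19 to 108 (19 without P16 at PND14, 21 without C19 at PND36, 31 without C10 at PND36, 36 without P11 at PND14, 108 without C19 at PND14). Content group went from 62 to 136 (62 without P11 at PND14). Content litter went from 0 to 3 (1 without P16 at PND36, 3 without C20 at PND21). Content PND21 vs control PND36 went from 0 to 17 (1 without P17 at PND21, 17 without C19 at PND14). Correlated cecum and content went from 13 to 43 (34 without P16 at PND21, 35 without P10 at PND21, 43 without C19 at PND14).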

Differences from the paper's values

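Alternatives named in the lists of settings were set before the data were examined, unless stated. The counts stand at the paper's thresholds. The methods' regression and t-test ran on 1 of the 2 normalizations closest to Table S1 among 12 forms per site, which was chosen after the values were seen, and, normalized as the methods write, also chosen after the values were seen, the regression gave 57 for PND and 17 for group in the cecum and 5, 4 and, for PND and group, 2 in the content. In that form it calls 5 of 6 cecal and 4 of 9 content miRNAs that the paper names for PND, dropping 1 and 5, and 15 of 19 and 4 of 4 for group. In the form used here the counts are 5 and 4 for PND, dropping 1 and 5, and 17 and 3 for group. Since that form was selected on the paper's Table S1, its nearness to the paper's counts is not independent evidence.

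PND-associated miRNAs in the cecum numbered 108 against the paper's 58, within 1.5 times with housekeeping scaling (81) and the methods' regression (58) and not with TMM factors, DESeq2, no filter, the filter in 12 samples, background subtracted, limma trend, no replicate block, the replicate block by dam number and 3 nominal ages. PND-associated miRNAs higher with age in the cecum numbered 31 against the paper's 13, within 1.5 times with housekeeping scaling (14) and the methods' regression (13) and not with TMM factors, DESeq2, no filter, the filter in 12 samples, background subtracted, limma trend, no replicate block, the replicate block by dam number and 3 nominal ages. PND-associated miRNAs lower with age in the cecum numbered 77 against the paper's 45, within 1.5 times with TMM factors (62), housekeeping scaling (67), no filter (67), the filter in 12 samples (65) and the methods' regression (45) and not with DESeq2, background subtracted, limma trend, no replicate block, the replicate block by dam number and 3 nominal ages. PND-associated miRNAs in the content numbered 30 against the paper's 9, within 1.5 times with housekeeping scaling (8) and not with TMM factors, DESeq2, no filter, the filter in 12 samples, background subtracted, limma trend, no replicate block, the replicate block by dam number, 3 nominal ages and the methods' regression. Group-associated miRNAs in the content numbered 103 against the paper's 4, within 1.5 times with the methods' regression (4) and not with TMM factors, DESeq2, housekeeping scaling, no filter, the filter in 12 samples, background subtracted, limma trend, the replicate block by dam number, 3 nominal ages, litter as a random block and counts summed per litter. PND- and group-associated miRNAs in the content numbered 12 against the paper's 2, within 1.5 times with the filter in 12 samples (3) and limma trend (2) and not with TMM factors, DESeq2, housekeeping scaling, no filter, background subtracted, no replicate block, the replicate block by dam number, 3 nominal ages, litter as a random block, counts summed per litter and the methods' regression. MiRNAs past the threshold for probiotics PND14 vs control PND21 in the cecum numbered 121 against the paper's 34, within 1.5 times with the methods' t-test (41) and not with TMM factors, DESeq2, housekeeping scaling, no filter, the filter in 12 samples, background subtracted, limma trend, the replicate block by dam number and only the 2 groups in the fit. MiRNAs past the threshold for probiotics PND14 vs control PND36 in the cecum numbered 142 against the paper's 77, within 1.5 times with housekeeping scaling (101) and the methods' t-test (87) and not with TMM factors, DESeq2, no filter, the filter in 12 samples, background subtracted, limma trend, the replicate block by dam number and only the 2 groups in the fit. MiRNAs past the threshold for probiotics PND14 vs control PND21 in the content numbered 67 against the paper's 11, within 1.5 times with background subtracted (9) and not with TMM factors, DESeq2, housekeeping scaling, no filter, the filter in 12 samples, limma trend, the replicate block by dam number, only the 2 groups in the fit and the methods' t-test. PND-associated miRNAs higher with age in the content numbered 12 against the paper's 4, within 1.5 times with housekeeping scaling (6) and the methods' regression (3) and not with TMM factors, DESeq2, no filter, the filter in 12 samples, background subtracted, limma trend, no replicate block, the replicate block by dam number and 3 nominal ages. PND-associated miRNAs lower with age in the content numbered 18 against the paper's 5, within 1.5 times with the filter in 12 samples (7) and not with TMM factors, DESeq2, housekeeping scaling, no filter, background subtracted, limma trend, no replicate block, the replicate block by dam number, 3 nominal ages and the methods' regression. Group-associated miRNAs higher with probiotics in the content numbered 94 against the paper's 1, within 1.5 times with housekeeping scaling (1), the replicate block by dam number (1) and the methods' regression (1) and not with TMM factors, DESeq2, no filter, the filter in 12 samples, background subtracted, limma trend, 3 nominal ages, litter as a random block and counts summed per litter. Group-associated miRNAs lower with probiotics in the content numbered 9 against the paper's 3, within 1.5 times with background subtracted (3), litter as a random block (2) and the methods' regression (3) and not with TMM factors, DESeq2, housekeeping scaling, no filter, the filter in 12 samples, limma trend, the replicate block by dam number, 3 nominal ages and counts summed per litter.

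Negatively correlated miRNAs between cecum and content numbered 0 against the paper's 1 by permutation of Pearson's correlation, where 75 had an unadjusted permutation p under 0.05, and of the 4 called with values centered on age and group 4 were positive, while the signs were counted under no other alternative. Among 121 cecal miRNAs that differed between probiotics PND14 and control PND21, 55 were PND-associated, against 44.9 for independent lists and the paper's 11. For control PND36 89 of 142 were, against 52.7 for independent lists and the paper's 34. Between probiotics PND21 and control PND36, 43 of 61 were PND-associated, against 22.6 for independent lists and the paper's 27. Group-associated were 13, against 4.6 for independent lists and the paper's 7. The paper's lists in these comparisons and for PND were shorter, so that the overlaps are not of like lists. These overlaps were counted under no alternative.

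The paper's slopes per day and group differences are regression coefficients on log2 normalized counts, and edgeR's are slopes and differences of a count model on the log2 scale. The highest slope of a called miRNA in the cecum was 0.1046 (miR-2146) against the paper's 0.1202, and the methods' regression gave 0.1202 (miR-2138). The lowest was -0.1048 (miR-450a-5p) against the paper's -0.2475, with -0.2475 (miR-351) from the methods' regression. In the content the highest slope was 0.1167 (miR-1929) against the paper's 0.1717 and 0.1717 from the methods' regression (miR-1896), and the lowest -0.1435 (miR-199a-5p) against the paper's -0.2086 and -0.0870 from the methods' regression (miR-206), in which miR-199a-5p, above background in 3 of 8 contents at PND36, had -0.209 and missed the goodness-of-fit threshold. The highest group difference in the cecum was 0.57 (let-7g) against the paper's 4.1619 and 4.16 for miR-34c from the methods' regression, and the lowest -1.47 against the paper's -3.8736 and -3.87 from the methods' regression, all for miR-1191, which lay above background in 2 of 12 probiotics and 11 of 12 control ceca. MiR-34c had 0.37 in edgeR on counts without the probe factor and 2.82 with it (adjusted p = 0.0412, not past 0.01), and by that factor a median of 86.4% of its cecal counts were carry-over. The methods' regression as used here applies the factor, and miR-34c did not pass in the form as the methods write, without it. With litter within group, chosen after the values were seen, the slopes of the methods' regression in the cecum reached 0.1169 and -0.2376, and the ends were computed under no other alternative.

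Of 19 miRNAs that the paper names in Fig. 2A for group in the cecum, 11 passed in edgeR and miR-101a, miR-146b, miR-221, miR-34a, miR-34c, miR-425, miR-509-5p and miR-743a did not, with miR-509-5p and miR-743a below the limit for testing. MiR-101a passed with housekeeping scaling and the methods' regression, and, chosen after the values were seen, the methods' regression with litter within group. MiR-146b passed in no setting run. MiR-221 passed with the methods' regression, and, chosen after the values were seen, the methods' regression on values normalized as the methods write and the methods' regression with litter within group, and also without P11 at PND14. MiR-34a passed with TMM factors, DESeq2, housekeeping scaling, the filter in 12 samples, background subtracted, limma trend, 3 nominal ages and the methods' regression, and, chosen after the values were seen, the methods' regression on values normalized as the methods write and the methods' regression with litter within group, and also without C11 at PND36, P11 at PND14, P17 at PND21 or P17 at PND36. MiR-34c passed with limma trend and the methods' regression, and, chosen after the values were seen, the methods' regression with litter within group. MiR-425 passed with DESeq2, and also without C10 at PND14. MiR-509-5p passed with the methods' regression, and, chosen after the values were seen, the methods' regression on values normalized as the methods write. MiR-743a passed with the methods' regression, and, chosen after the values were seen, the methods' regression on values normalized as the methods write. Of 6 miRNAs that the paper names in its text or Fig. 2C for PND in the cecum, 5 passed in edgeR and miR-361 did not. MiR-361 passed with the replicate block by dam number, and also without P20 at PND21 or P20 at PND36. Of 4 miRNAs that the paper names in Fig. 2B for group in the content, 2 passed in edgeR and miR-138 and miR-496 did not, with miR-138 and miR-496 below the limit for testing. MiR-138 passed, in settings chosen after the values were seen, with the methods' regression on values normalized as the methods write. MiR-496 passed with the methods' regression, and, chosen after the values were seen, the methods' regression on values normalized as the methods write. Of 9 miRNAs that the paper names in Fig. 1D for PND in the content, 6 passed in edgeR and miR-1896, miR-206 and miR-7a did not. MiR-1896 passed with DESeq2, limma trend, no replicate block, the replicate block by dam number and the methods' regression, and, chosen after the values were seen, the methods' regression on values normalized as the methods write. MiR-206 passed with limma trend, no replicate block and the methods' regression, and, chosen after the values were seen, both outlying contents left out and the methods' regression on values normalized as the methods write, and also without C19 at PND14. MiR-7a passed with the methods' regression, and, chosen after the values were seen, TMM factors and both outlying contents left out and the methods' regression on values normalized as the methods write. For both PND and group in the cecum the paper names miR-10b, miR-221, miR-361 and miR-425, edgeR called let-7d, miR-10b and miR-199a-3p, and the methods' regression called miR-10b, miR-221 and miR-340-5p. MiR-221 passed for both with the methods' regression, and, in settings chosen after the values were seen, with the methods' regression on values normalized as the methods write and the methods' regression with litter within group, and, without P11 at PND14. MiR-361 passed for both without P20 at PND21. MiR-425 passed for both with DESeq2, and, without C10 at PND14. For both in the content the paper names miR-7a and miR-138 in Fig. 2D, which edgeR did not call. MiR-138 passed for both in settings chosen after the values were seen, with the methods' regression on values normalized as the methods write. MiR-7a passed for both with DESeq2, limma trend, no replicate block and the methods' regression, and, in settings chosen after the values were seen, with both outlying contents left out and the methods' regression on values normalized as the methods write.

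The paper names miR-450a-5p as its only miRNA associated with dam, and here it had adjusted p = 0.567 in edgeR, where 5 other cecal miRNAs passed. In the methods' regression with the dam number as labelled it had adjusted p = 0.499 in the cecum and 0.972 in the content, and 0 and 0 miRNAs passed for dam at an adjusted p under 0.05 (49 and 25 at an unadjusted p under 0.05), against 2 in the cecum, miR-34c and miR-490, and 0 in the content (16 at an unadjusted p under 0.05) with litter within group. With litter within group in the methods' regression, chosen after the values were seen, 45 cecal miRNAs passed for PND, 15 for group and 6 for both, dropping 1 of 6 and 8 of 19 miRNAs that the paper names for PND and group, and in the content 0, 0 and 0 (104 and 50 for PND and group at an unadjusted p under 0.05). The paper reports no PND- or group-associated miRNA among those of the content at probiotics PND14 vs control PND21. Here 13 and 35 of 67 were, against 6.9 and 23.8 for independent lists, and the paper's lists were shorter. Where the paper calls the contents of probiotics PND14 and control PND36 comparable, 70 miRNAs passed in edgeR and 0 by the methods' t-test (54 at an unadjusted p under 0.05). For probiotics PND21 vs control PND36, which the paper also calls comparable, the content gave 0 in edgeR (36 at an unadjusted p under 0.05) and 13 in DESeq2. Table S4 gives no significant difference between the groups at PND14 itself at either site, while 5 cecal and 24 content miRNAs passed in edgeR, numbers for which chance could not be excluded, and 0 and 0 by the methods' t-test (28 and 8 at an unadjusted p under 0.05). The paper states that group-associated miRNAs told the groups apart in the cecum only in the comparison of probiotics PND21 with control PND36, and in edgeR 11 of them differed between probiotics PND14 and control PND21, against 9.1 for independent lists, 14 between probiotics PND14 and control PND36, against 10.7, and 13 between probiotics PND21 and control PND36, against 4.6, with pups shared between the tests.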

Other observations

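The tests of the 2 patterns below that weigh explanations were chosen after the result was seen, and the splits of the samples were set before.

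Some cell-type miRNAs that did not change in the content by edgeR still had measurable mean levels there. The erythroid miR-451 had 5639.6 ± 7915 normalized counts (SD, n = 7 pups) at PND14, 2982 ± 4632 at PND21 (n = 9) and 5978 ± 4128 at PND36 (n = 8), with log2 1.06 over 22 days (adjusted p = 0.624, edgeR). The epithelial miR-192 had 17863 ± 13803 at PND14 and 28298 ± 9649 at PND36 (log2 0.78, adjusted p = 0.624, edgeR), and the granulocyte miR-223 had 742 ± 413 and 395 ± 159 (log2 -0.54, adjusted p = 0.692, edgeR). The muscle miR-133a had 227 ± 136 and 125 ± 71.0 (log2 -0.77, adjusted p = 0.545, edgeR). The limit of the negative controls had a median of 189 normalized counts in contents at PND14 and 193 at PND36, so that miR-133a lay near or within background.

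In the content 103 miRNAs differed with probiotics, 91.3% of them higher. Background that weighs more where totals are lower (median of the negative controls 136 normalized counts in probiotics and 75.8 in control contents) may account for part of the calls and stays open, since with it subtracted 7 passed, the median of the 94 higher miRNAs went from log2 0.72 (median standard error 0.302) to 0.61 (0.569), and that of all 93 miRNAs above background in every content was 0.35 before and 0.35 after. With TMM factors 35.3% were higher. These factors center the bulk of the miRNAs whatever shifted them, so that the share cannot single out a cause. A few miRNAs taking most of the counts in some samples stay open as an account of the direction. The 2 contents that stand apart stay open too, since 83 miRNAs passed without both, 62 without P11 at PND14 alone and 110 without C19 at PND14 alone, and with TMM factors 34 with both and 5 without both. In simulations with changes at any abundance, total counts called up to 50.6% of unchanged content miRNAs against 12.6% with TMM factors, and an effect of the probiotics stays open, as untested.

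The Dlk1-Dio3 cluster fell with age in the cecum, with a median of log2 -1.07 over 22 days. Scaling by the total count is argued against, since the median was -0.97 with TMM factors, the scaling run that leaves it highest. Less smooth muscle in older ceca is argued against as well, since the smooth muscle list had a median of -0.11 (SD of its members 0.197). Fewer mesenchymal cells or neurons may account for part of it and stay open, since the medians of those lists were -1.02 (6 miRNAs with an SD of 0.611, miR-199a-5p and miR-10b of which the paper names for PND) and -1.19 (5 miRNAs). A fall within cells with age was not tested and stays a hypothesis.

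For these results the splits of the same samples that called as many miRNAs made up a share under 0.05, with no adjustment over the results. Each is given with the real count, the highest of the other splits and the number of splits as large, the real one included. In the comparisons across ages the splits exchange age, group and litter at once. In the cecum these were 108 against at most 1 (1 of 100) for PND, 22 against at most 10 (1 of 100) for group, 5 against at most 2 (1 of 100) for litter, 121 against at most 68 (1 of 35) for PND14 vs control PND21, 142 against at most 97 (1 of 35) for PND14 vs control PND36, 61 against at most 44 (1 of 100) for PND21 vs control PND36, 4 against at most 7 (4 of 100) for PND21 vs control PND21 and 17 against at most 0 (1 of 35) for PND36 vs control PND36, in the content 103 against at most 90 (1 of 100) for group, 67 against at most 1 (1 of 35) for PND14 vs control PND21 and 70 against at most 11 (1 of 35) for PND14 vs control PND36, and 15 against at most 0 (1 of 100) for the correlation (with 2000 permutations in each pairing). Chance could not be excluded for 5 against at most 28 (6 of 35) for PND14 vs control PND14 in the cecum and 30 against at most 46 (5 of 100) for PND and 24 against at most 65 (3 of 35) for PND14 vs control PND14 in the content. Where the real count was 0 every split gives as many and the splits decide nothing, with 0 against at most 1 (100 of 100) for the interaction in the cecum and 0 against at most 1 (100 of 100) for the interaction, 0 against at most 1 (100 of 100) for litter, 0 against at most 3 (100 of 100) for PND21 vs control PND36, 0 against at most 2 (100 of 100) for PND21 vs control PND21 and 0 against at most 1 (35 of 35) for PND36 vs control PND36 in the content. Some splits called several times the real count, with 28 against 5 in the cecum and 65 against 24 in the content at PND14, which points to a structure of the samples that was not tested, and leaving out 1 pup moved these counts between 0 (without the control pup of litter C11 at PND14 or the probiotics pup of litter P16 at PND14) and 14 (without the control pup of litter C20 at PND14) and between 0 (without the control pup of litter C10 at PND14 or the probiotics pup of litter P11 at PND14 or the probiotics pup of litter P16 at PND14) and 59 (without the control pup of litter C11 at PND14). By edgeR the counts of 0 among these had 8 to 36 miRNAs at an unadjusted p under 0.05, and DESeq2 called 0 and 1 for the interactions, 17 for litter in the content, and 13, 8 and 0 for the content comparisons in that order.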
